# Rescue of GM3 synthase deficiency by spatially controlled, rAAV-mediated *ST3GAL5* delivery

**DOI:** 10.1172/jci.insight.168688

**Published:** 2023-05-08

**Authors:** Huiya Yang, Robert H. Brown, Dan Wang, Kevin A. Strauss, Guangping Gao

**Keywords:** Neuroscience, Therapeutics, Gene therapy, Neurological disorders

## Abstract

GM3 synthase deficiency (GM3SD) is an infantile-onset epileptic encephalopathy syndrome caused by biallelic loss-of-function mutations in *ST3GAL5*. Loss of ST3GAL5 activity in humans results in systemic ganglioside deficiency and severe neurological impairment. No disease-modifying treatment is currently available. Certain recombinant adeno-associated viruses (rAAVs) can cross the blood-brain barrier to induce widespread, long-term gene expression in the CNS and represent a promising therapeutic strategy. Here, we show that a first-generation rAAV-*ST3GAL5* replacement vector using a ubiquitous promoter restored tissue ST3GAL5 expression and normalized cerebral gangliosides in patient-derived induced pluripotent stem cell neurons and brain tissue from *St3gal5*-KO mice but caused fatal hepatotoxicity when administered systemically. In contrast, a second-generation vector optimized for CNS-restricted ST3GAL5 expression, administered by either the intracerebroventricular or i.v. route at P1, allowed for safe and effective rescue of lethality and behavior impairment in symptomatic GM3SD mice up to a year. These results support further clinical development of *ST3GAL5* gene therapy.

## Introduction

*ST3GAL5* encodes GM3 synthase (ST3GAL5; also called GM3S and SIAT9), the rate-limiting enzyme for production of all a- and b-series gangliosides normally enriched in mammalian brain (Figure 1A) (1–6). Biallelic *ST3GAL5* loss-of-function variants result in systemic ganglioside deficiency, an infantile-onset neurodevelopmental syndrome characterized by intractable epileptic encephalopathy, auditory and visual impairment, global psychomotor delay, extrapyramidal movements, and untimely death. A number of pathogenic variants have been linked to the GM3 synthase deficiency syndrome (GM3SD) in populations worldwide (2, 7). Within Old Order Amish communities of North America, the incidence of GM3SD is enriched to approximately 1 per 1200 births due to a severe *ST3GAL5* c.862C > T (p.Arg288Ter) founder variant that abrogates ST3GAL5 activity and results in absence of GM3 and its most important downstream products: GM1, GD1a, GD1b, and GT1b (3).

GM3 and derivative a- and b-series gangliosides are expressed in cytosolic membranes of all mammalian cells, where they contribute to microdomain architecture and activity of intramembrane proteins (*cis* interactions), as well as ligand binding and intercellular contacts (*trans* interactions) (8). Disrupted ganglioside synthesis results in neurotoxicity from multiple overlapping mechanisms, including altered receptor interactions, abnormal cellular membrane dynamics, and reduced mitochondrial membrane potential and oxygen consumption (4, 9). Oral ganglioside replacement therapy via a powdered buttermilk supplement (G500; Auckland, New Zealand) may transiently improve growth and development during infancy, but low enteral absorption of gangliosides and their restricted transit across the blood-brain barrier (BBB) may ultimately limit the utility of dietary therapy, leading to treatment failures and loss of long-term efficacy (10). At present, no other effective treatment is available for GM3SD.

The development of novel and robust therapeutic modalities requires testing in proper animal models that genetically and phenotypically recapitulate human GM3SD. Homozygous *St3gal5*^–/–^ mice exhibit a- and b-series ganglioside deficiency, insulin hypersensitivity, and hearing loss, but in contrast to human patients, do not suffer from early mortality or clinically relevant neurological disease (11, 12). In mice, biochemical defects caused by ST3GAL5 deficiency seem to be compensated by remaining minor gangliosides species, resulting in minimal physiological alternations (Figure 1A). However, mice with KO of both *St3gal5* and *B4galnt1* are unable to synthesize any gangliosides and more closely mirror clinical hallmarks such as CNS pathology, developmental delay, motor impairment, and early death (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168688DS1) (13). Thus, *St3gal5* single KO and *St3gal5/B4galnt1–*double KO mice serve as complementary models for evaluating the actions of novel therapies (Table 1).

Because GM3SD is a monogenic loss-of-function disease, gene replacement therapy may be a promising approach. Recombinant adeno-associated viruses (rAAVs) have emerged as powerful gene delivery tools for the treatment of monogenic diseases and, to date, have been tested in 17 clinical trials targeting CNS disorders (14, 15). An ideal rAAV vector should deliver its therapeutic cargo into specific target cells to restore an appropriate spatial, quantitative, and temporal pattern of protein expression. However, a limiting factor for successful and safe rAAV-mediated gene therapy is the broad tropism of common AAV serotypes. The naturally isolated AAV serotype 9 (AAV9) can cross the BBB and transduce neural tissues, but it also efficiently transduces multiple peripheral tissues such as liver, skeletal muscle, and heart (16, 17). Hepatotoxicity after high-dose systemic AAV9 delivery (18, 19), including several patient deaths due to acute liver failure (20, 21), has raised legitimate concerns about the overall safety of gene therapy. Therefore, regulating the tissue specificity of transgene delivery and expression may preserve the therapeutic benefits of rAAV while minimizing associated risks. Currently, this can be approached through a combination of variables, including route of administration (e.g., regional tissue injection), use of CNS-favorable viral capsids, and inclusion of cell type–specific promoters and tissue detargeting miRNA binding sites within the therapeutic genome sequence.

In this study, we first examined *ST3GAL5* replacement cassettes for their ability to reconstitute gangliosides in cortical neurons produced from GM3SD patient-derived induced pluripotent stem cells (iPSCs). We then administered the AAV9 vectors by intracerebroventricular (ICV) injection to *St3gal5*^–/–^ and *St3gal5*^–/–^*/B4galnt1*^–/–^ mice. Treatment with rAAV9-*ST3GAL5* extended survival, restored CNS ganglioside production, improved growth, and partially rescued motor function of experimental animals. When delivered systemically, however, this therapy led to hepatic injury and death caused by high off-target ST3GAL5 expression in the liver. We therefore designed a second-generation rAAV9 vector using a CNS-specific promoter (human Synapsin1 [Syn1]) in combination with liver-specific miRNA targeting sequences (miR-122) to optimize both transcriptional and post-transcriptional regulation (22, 23). In GM3SD mouse models, this strategy eliminated liver toxicity while preserving neurotherapeutic effects.

Finally, we examined if data from the *St3gal5*^–/–^*/B4galnt1*^–/–^–double KO mouse underrepresented the therapeutic potential of GM3SD gene therapy, because it might apply to humans and, therefore, we co-injected *St3gal5*^–/–^*/B4galnt1*^–/–^ mice with both *ST3GAL5* and *B4GALNT1* rAAV vectors. Vector co-injection completely eliminated behavior impairments in *St3gal5*^–/–^*/B4galnt1*^–/–^ mice. Overall, our study supports potentially translating safe and effective *ST3GAL5* gene therapy for clinical development.

## Results

### ST3GAL5 transgene design and in vitro expression.

*ST3GAL5-1a-2* (NM_003896) is the most abundant mRNA among 4 *ST3GAL5* mRNA variants in the human brain (Figure 1B) (24–26); we thus focused on this variant for further vector development. The first AUG start codon in *ST3GAL5-1a-*2 is in a weak translation initiation context (AUUAGUAUGC). Most ribosomes, therefore, skip the first AUG and recognize either of 2 downstream AUG sequences as the start codon (27, 28). As a result, 3 ST3GAL5 protein isoforms differing in their N-termini are produced (Figure 1B). Because of the lack of knowledge about their physiological roles, we designed and tested different human *ST3GAL5* replacement constructs carrying each ORF (Figure 1B). The codon-optimized transgenes were cloned into a ubiquitous expression cassette driven by chicken β-actin (CB) promoter with an intron (Figure 1C) and transfected into HeLa cells to confirm protein expression. We found that expression of the shortest construct (ORF3) was weak, and adding Kozak sequence GCCACC (construct KORF3) greatly enhanced expression (Figure 1D).

We next evaluated whether these *ST3GAL5* constructs could function in ganglioside synthesis in cultured neurons. To this end, we differentiated normal (*ST3GAL5^+/+^*) and patient (*ST3GAL5^E332K/E332K^*) iPSCs into cortical neurons (Figure 2, A and B) and infected them with lentiviral vectors expressing different *ST3GAL5* isoforms. Although major brain gangliosides (GD1a, GD1b, and GT1b) were absent in untreated patient neurons, they were restored after transduction of any *ST3GAL5* isoform (Figure 2C) (29). We focused on the KORF3 transgene design in future development, because M3-ST3GAL5 is the most stable isoform (24) and its small gene size (1095 base pairs) is amenable to the self-complementary AAV vector design that can further enhance vector potency when packaging capacity is limited (<2.5 kb).

### ICV injection of rAAV9-ST3GAL5.v1 improved biochemical and phenotypic abnormalities in GM3SD mouse models.

Encouraged by in vitro results, we generated an AAV9 vector carrying a CB promoter-driven *ST3GAL5* construct (rAAV9-ST3GAL5.v1) to assess therapeutic efficacy in mice after in vivo delivery. We first treated *St3gal5*^–/–^ mice by unilateral ICV injection of 3 × 10^10^ genome copies (gcs) per pup at P1, and we euthanized animals 4 weeks after injection (Figure 3A). The *ST3GAL5* transgene was detected in brain, liver, and heart, where it induced tissue mRNA expression in excess of endogenous levels (Figure 3B). GM3 and its derivatives (GM2, GD1a, and GD1b) were undetectable in the *St3gal5*^–/–^ brain. ICV injection of rAAV9-ST3GAL5.v1 restored these a- and b-series gangliosides to WT levels, concomitant with substantial clearance of lactosylceramide (LacCer), the proximate substrate for GM3 synthase (Figure 3, C and D, and Supplemental Figure 2). However, ganglioside deficiency persisted in serum, likely because vector genomes delivered by ICV injection did not sufficiently penetrate peripheral tissues (Supplemental Figure 3A). Note that total GM1 (consisting of GM1a and GM1b) was not affected by the *St3gal5* KO (Supplemental Figure 3B). Because gangliosides are 10- to 30-fold more abundant in human brain than in any other tissue (30), we postulated that ganglioside restoration in CNS was the key to preventing neurological morbidity in GM3SD animals.

*St3gal5*^–/–^ mice have hearing loss but do not exhibit many of the other neurological deficits characteristic of GM3SD in humans. For testing vector effectiveness, we therefore used the *St3gal5*^–/–^*/B4galnt1*^–/–^ mouse model, which models key aspects of the human GM3SD phenotype, including reduced survival, growth failure, motor impairments, and neuropathology. These animals were benchmarked to *St3gal^+/–^/B4galnt1*^–/–^ mice, which were from the same litter as *St3gal5*^–/–^*/B4galnt1*^–/–^ and did not exhibit significant neurological morbidity during the period of experimental observation (Supplemental Figure 4A). ICV administration of rAAV9-ST3GAL5.v1 to newborn *St3gal5*^–/–^*/B4galnt1*^–/–^ pups (3 × 10^10^ gcs; P1) extended their survival up to 300 days (median survival: untreated, 18 days; treated, 56 days) (Supplemental Figure 4B), improved growth, and partially restored motor function as assessed by the negative geotaxis test (Supplemental Figure 4, C–F). Taken together, these results demonstrated that neonatal ICV injection of rAAV9-ST3GAL5.v1 was well tolerated and could restore endogenous cerebral ganglioside production but did not fully alleviate GM3SD disease in *St3gal5*^–/–^*/B4galnt1*^–/–^ mice.

### Systemic delivery of rAAV9-ST3GAL5.v1 caused liver toxicity.

although ICV injection considerably reduced disease burden in murine models, we wondered if systemic delivery could have further advantages. Specifically, systemic vector delivery has the potential to more broadly and evenly distribute AAV9 vector throughout the neuraxis, taking advantage of a naturally dense capillary network that perfuses the mammalian CNS (31), and could deliver therapeutic genomes to peripheral neural tissues (e.g., peripheral nerve axons and Schwann cells) that express, and may be functionally dependent upon, complex gangliosides (32–34). Accordingly, we administered rAAV9-ST3GAL5.v1 to P1 *St3gal5*^–/–^ pups by facial vein injection using 3 × 10^11^ gcs/pup, and treated *St3gal5*^+/+^ littermates in parallel as controls.

All treated *St3gal5*^–/–^ and *St3gal5^+/+^* mice unexpectedly died within 3 days after injection (Figure 4A). To understand why, we injected WT pups with therapeutic vector, capsids containing cDNA for EGFP, empty capsids (AAV9.empty), or PBS (Figure 4B). 

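Liver RNA from these male WT C57BL/6 pups was sequenced to compare the transcripts of each treatment. The libraries came from 4 mice given PBS, 4 given AAV9.empty, 4 given a capsid with EGFP behind the CB promoter (AAV9.EGFP) and 3 given rAAV9-ST3GAL5.v1, in which the CB promoter drives the human ST3GAL5 cDNA. Another 4 received rAAV9-ST3GAL5.v2, in which the neuronal Syn1 promoter drives the same cDNA and the 3′ UTR carries binding sites for miR-122, a microRNA of hepatocytes. The pups were injected into a vein on postnatal day 1. The sample labels give 36 hours between injection and collection of the liver, and the paper's text gives no time for the RNA-Seq livers. mRNA was selected with oligo(dT) beads. The labels add a step of rRNA removal that the paper's methods do not name, and the library kit does not keep the strand. The submitters' processing notes name Trimmomatic, STAR and RSEM and the mouse genome build mm10, and the authors deposited RSEM's expected counts and TPM of 55291 genes. An expected count shares out reads that match several genes, so 5.69% of the values are not whole numbers, and they were rounded before testing. Expected counts summed to 19299527 to 24305788 (median 21304807) per library with PBS, 18500161 to 21841146 (median 19820991) with AAV9.empty, 17587496 to 21387813 (median 18590356) with AAV9.EGFP, 18431040 to 22769658 (median 19752048) with rAAV9-ST3GAL5.v1 and 17164502 to 19740392 (median 18595124) with rAAV9-ST3GAL5.v2. Groups were compared with edgeR's quasi-likelihood test on counts normalized by TMM, after edgeR's own filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. A gene was counted as changed at the thresholds of Figure 4D, an adjusted p of at most 0.05 and a fold change of at least 2. Levels are given as CPM, counts scaled to the size of the library and normalized by TMM over all 22 libraries of the series, 3 of which received a vector that the paper does not report. Gene lists of stress responses, inflammation, cell death, metabolism and cell types, 26 in all, were fixed before the data were examined, as were the tests, the alternatives called planned and the rule for the genes named. A member of a list was counted as higher or lower at an adjusted p of at most 0.05, and each list as a whole was tested with limma's camera. The list tests of rAAV9-ST3GAL5.v1 against AAV9.EGFP and against rAAV9-ST3GAL5.v2 were added after the data had been seen. The labels do not say which pups shared a litter, so the p-values measure the spread between these livers. The transcript of human ST3GAL5 and that of EGFP were not analysed here. Gm47283, a gene on chromosome Y at 90784738 to 90816464 in GRCm38, had no count in 9 of the libraries, namely the 3 of rAAV9-ST3GAL5.v1, 1 of the 4 of AAV9.empty, 3 of the 4 of AAV9.EGFP and 2 of the 4 of rAAV9-ST3GAL5.v2. It had 10.1 to 31.8 CPM in every other library, those of PBS included.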

We found that in WT mice systemically treated with rAAV9-ST3GAL5.v1, expression of *ST3GAL5* in liver was elevated more than 100-fold relative to mouse endogenous *St3gal5* level (Figure 4C), accompanied by activation of cellular death and defense response (Figure 4, D and E). 

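Genes of the p53 response, cell death, the immediate-early response and the acute phase were higher in livers given rAAV9-ST3GAL5.v1 than in livers given AAV9.empty, and genes of amino acid breakdown and the urea cycle were lower. Cdkn1a, which encodes the cell cycle inhibitor p21 (chromosome 17, 29090976 to 29100727 in GRCm38), was at 194 ± 11.5 CPM (SD, n = 3) against 28.5 ± 2.77 (SD, n = 4), a log2 fold change of 2.77 (SE 0.0953, adjusted p = 2.27e-06). Of 30 p53 target genes measured, 21 were higher and 2 lower (21 higher and 2 lower when adjusted over the list alone), among them Aen, a nuclease of apoptosis, Ccng1, which encodes cyclin G1, and Trp53inp1, with log2 fold changes of 1.47, 2.01 and 2.30. Of 37 genes of the cell death machinery, 16 were higher and 1 lower (16 higher and 1 lower when adjusted over the list alone). Tnfrsf10b, a death receptor for TRAIL, was at 15.9 ± 1.74 CPM (SD, n = 3) against 1.78 ± 0.503 (SD, n = 4), a log2 fold change of 3.17 (SE 0.214, adjusted p = 6.03e-05), and the proapoptotic genes Bax and Bbc3 had log2 fold changes of 1.35 and 1.85. Bax, Bbc3 and Tnfrsf10b were not higher with this vector alone. Against AAV9.empty their log2 fold changes were 1.36, 1.84 and 2.37 with rAAV9-ST3GAL5.v2 and 0.99, 1.19 and 2.26 with AAV9.EGFP. Tnfrsf12a, the receptor of the cytokine TWEAK, had a log2 fold change of 2.15. Of 20 immediate-early genes, which cells switch on within minutes of a stimulus, 19 were higher (19 higher and 0 lower when adjusted over the list alone), with log2 fold changes of 4.60 for Fosb, 2.83 for Dusp5 and 1.80 for Klf6. Of 25 genes of acute-phase proteins, 16 were higher (18 higher and 1 lower when adjusted over the list alone). Saa3, a serum amyloid gene, was at 43.0 ± 18.1 CPM (SD, n = 3) against 1.33 ± 0.556 (SD, n = 4), and Socs3, an inhibitor of cytokine signaling, at 92.7 ± 38.3 CPM (SD, n = 3) against 9.59 ± 2.15 (SD, n = 4), with log2 fold changes of 5.02 and 3.28. Among markers of cell types, 13 of 15 neutrophil genes were higher (14 higher and 0 lower when adjusted over the list alone), for example Csf3r, the receptor of a granulocyte growth factor, and Cxcr2, a chemokine receptor, with log2 fold changes of 1.25 and 1.34. Of 11 T and NK cell genes, 6 were higher and 1 lower (8 higher and 1 lower when adjusted over the list alone), led by Gzmb, which encodes granzyme B, with a log2 fold change of 1.79. Of 17 markers of Kupffer cells and monocytes, 4 were higher and 7 lower (5 higher and 7 lower when adjusted over the list alone), with log2 fold changes of 1.09 for Itgam and −1.13 for Clec4f, a lectin of Kupffer cells. Of 36 interferon-stimulated genes, Irf1, Gbp2, Bst2 and Oasl2 were higher (2 higher and 0 lower when adjusted over the list alone), with log2 fold changes of 2.18, 3.31, 0.63 and 1.36. Of 14 markers of sinusoidal endothelial cells, 7 were lower and 2 higher (2 higher and 9 lower when adjusted over the list alone). Of 19 erythroid markers, 6 were higher (7 higher and 0 lower when adjusted over the list alone), as were 3 of 14 markers of stellate cells, with 1 lower (3 higher and 1 lower when adjusted over the list alone). Cholangiocytes had 4 of 8 markers higher and 1 lower (4 higher and 2 lower when adjusted over the list alone). Camera did not call that list (adjusted p = 0.126, and adjusted p = 0.530 with an estimated correlation). In contrast, 43 of 46 genes of amino acid breakdown and the urea cycle were lower and 1 was higher (1 higher and 44 lower when adjusted over the list alone). Hepatocyte secreted proteins and transcription factors had 23 of 30 genes lower (0 higher and 26 lower when adjusted over the list alone). Over the lists as wholes, camera gave adjusted p = 1.69e-13 for the p53 targets (adjusted p = 0.0182 with an estimated correlation), adjusted p = 9.59e-07 for cell death (adjusted p = 0.233 with an estimated correlation) and adjusted p = 3.13e-13 for the immediate-early genes (adjusted p = 0.233 with an estimated correlation). For the acute phase it gave adjusted p = 6.35e-07 (adjusted p = 0.442 with an estimated correlation), and adjusted p = 0.0146 for the interferon-stimulated genes (adjusted p = 0.740 with an estimated correlation) and adjusted p = 4.94e-23 for amino acid breakdown (adjusted p = 0.233 with an estimated correlation). For neutrophils it gave adjusted p = 6.72e-09 (adjusted p = 0.122 with an estimated correlation), and adjusted p = 0.00154 for T and NK cells (adjusted p = 0.233 with an estimated correlation) and adjusted p = 0.0146 for endothelial cells (adjusted p = 0.516 with an estimated correlation). For erythroid cells it gave adjusted p = 0.0117 (adjusted p = 0.616 with an estimated correlation), and adjusted p = 0.0354 for stellate cells (adjusted p = 0.517 with an estimated correlation). In total 1190 of 14876 genes tested were changed, 627 higher and 563 lower. With limma on log2(TPM + 0.1), where the median of all genes moved by 0.0890, 509 were higher and 348 lower. Without rAAV9-ST3GAL5.v1 replicate 2, the list of interferon-stimulated genes no longer passed and camera's direction was lower (adjusted p = 0.0652), the log2 fold changes were 0.98 for Gbp2, 0.95 for Irf1 and 0.42 for Oasl2, and the threshold was missed by Gbp2 without AAV9.empty replicate 3 (adjusted p = 0.0500), Bst2 without AAV9.empty replicate 3 or 4 (adjusted p from 0.0659 to 0.0666) and Oasl2 without AAV9.empty replicate 1, 2, 3 or 4 (adjusted p from 0.0752 to 0.0993). The presence of Gm47283 was used as a covariate, chosen after seeing the data. Of the AAV9.empty livers only replicate 4 lacked it, as did all those of rAAV9-ST3GAL5.v1. That fit therefore compares the 3 rAAV9-ST3GAL5.v1 livers with 1 AAV9.empty liver, and only fold changes are given. The log2 fold changes of Irf1, Gbp2, Bst2 and Oasl2 were then 2.04, 3.46, 0.78 and 1.66. Over the other filters, models and units tried, the threshold was missed by Oasl2 in 6 of 11 (adjusted p from 0.0101 to 0.153), Bst2 in 2 of 11 (adjusted p from 0.00283 to 0.0538), Gbp2 in 5 of 10 (adjusted p from 0.000123 to 0.169) and Irf1 in 2 of 11 (adjusted p from 7.84e-05 to 0.0982).

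**Figure D1:**
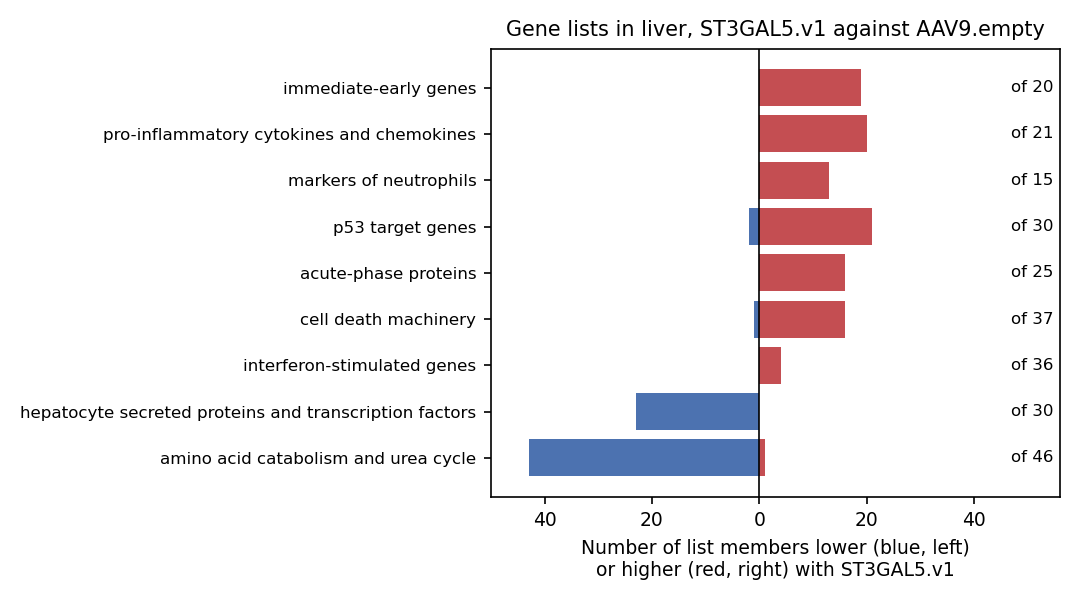
Members of 9 gene lists that were lower (blue, to the left) or higher (red, to the right) in livers given rAAV9-ST3GAL5.v1 (n = 3) than in livers given AAV9.empty (n = 4), at an adjusted p of at most 0.05 from edgeR. The number of members measured stands at the right, and the bars of 20 of 21 cytokine and chemokine genes and 43 of 46 genes of amino acid breakdown point in opposite directions.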

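The genes that rose the most from AAV9.empty to rAAV9-ST3GAL5.v1 included a cytokine subunit and serum amyloid genes. Those that fell the most included enzymes of tryptophan breakdown and bile acid synthesis. The mouse St3gal5 gene itself did not pass the test. The 8 genes that rose the most by the rule for named genes included Il23a, a cytokine subunit, and Fosl1, a member of the AP-1 family, which had no count with AAV9.empty and were at least 56.1-fold and at least 45.4-fold higher, each against 3 counts over the group. Gm8818, annotated as a processed pseudogene, was among them too and at least 109.8-fold higher. Of the 1017 stretches of 31 bases in its transcript, 466 also occur in transcripts of any other gene and 377 in those of the closest gene. How reads were shared out was not tested. The others were Fgf23, a hormone of phosphate balance, Ch25h, which makes an oxysterol, Sprr1a, a gene of stressed epithelia, and the serum amyloid genes Saa2 and Saa1, with log2 fold changes of 9.12, 8.71, 7.78, 7.56 and 7.17. Sprr1a was at 50.7 ± 21.1 CPM (SD, n = 3) against 0.237 ± 0.224 (SD, n = 4), with an adjusted p = 4.62e-05. The 8 that fell the most were Cyp4f14 at −3.72, Tdo2, which opens tryptophan breakdown, at −3.61, P2ry4 at −3.56, Dclk3 at −3.52, Car5a, a mitochondrial carbonic anhydrase, at −3.52, Cyp7a1, the rate-limiting enzyme of bile acid synthesis, at −3.45, Inmt at −3.30 and Gm19696 at −3.28 on the log2 scale. Car5a was at 0.499 ± 0.245 CPM (SD, n = 3) against 5.94 ± 0.670 (SD, n = 4), with an adjusted p = 0.000137. St3gal5 (chromosome 6, 72097592 to 72154571 in GRCm38) was at 149 ± 34.1 CPM (SD, n = 3) against 185 ± 7.02 (SD, n = 4), a log2 fold change of −0.31 (SE 0.135, adjusted p = 0.121). Without rAAV9-ST3GAL5.v1 replicate 3 its log2 fold change was −0.47 (adjusted p = 0.0184). Of 27 genes of glycosphingolipid synthesis and breakdown, the pathway in which ST3GAL5 makes the ganglioside GM3, 7 were higher and 4 lower (8 higher and 5 lower when adjusted over the list alone), and camera gave adjusted p = 0.492 and, with an estimated correlation, adjusted p = 0.740. B4galt6, a lactosylceramide synthase, and Ugcg, the glucosylceramide synthase, had log2 fold changes of 0.90 and 0.67. Gusb, a lysosomal enzyme often used as a reference gene, was at 56.8 ± 3.09 CPM (SD, n = 3) against 51.2 ± 4.22 (SD, n = 4) and did not pass (adjusted p = 0.186). With limma on TPM it was higher (log2 fold change from 0.34 to 0.35, adjusted p from 0.0272 to 0.0375 in 3 of 3 settings), in units where the median of all genes also moved by 0.0890. On leaving out 1 library some of these changes moved by over 1.5 times on the linear scale, with log2 fold changes of 8.37 for Saa2 without AAV9.empty replicate 2, 10.36 for Ch25h and 8.38 for Sprr1a without AAV9.empty replicate 3, 10.73 for Fgf23 without AAV9.empty replicate 4, 7.34 for Ch25h, 8.34 for Fgf23 and 6.43 for Saa1 without rAAV9-ST3GAL5.v1 replicate 2 and −5.66 for Cyp7a1, −4.62 for Dclk3 and −4.91 for P2ry4 without rAAV9-ST3GAL5.v1 replicate 3. The presence of Gm47283 was used as a covariate, chosen after seeing the data. That fit compares the 3 rAAV9-ST3GAL5.v1 livers with AAV9.empty replicate 4 alone, the only AAV9.empty liver without Gm47283. Only fold changes are given for it. On the log2 scale they went from 8.71 to 10.33 for Ch25h, 9.12 to 7.56 for Fgf23 and −3.45 to −3.28 for Cyp7a1. They went from −3.56 to −2.86 for P2ry4, 0.90 to 0.76 for B4galt6, 0.67 to 0.47 for Ugcg and −3.61 to −2.33 for Tdo2. The log2 fold changes of Saa2, Sprr1a and Saa1 rose to 11.08, 9.87 and 7.79. Those of Cyp4f14, Dclk3, Car5a, Inmt and Gm19696 moved to −3.40, −3.10, −3.39, −3.01 and −3.57. The paper draws on the volcano plots of Figure 4D and on gene set enrichment analysis of rAAV9-ST3GAL5.v1 against PBS in Figure 4E, and states that the elevated expression of ST3GAL5 was accompanied by activation of cell death and of the defense response.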

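Genes of secreted inflammatory proteins rose together in the livers given rAAV9-ST3GAL5.v1. Of 21 pro-inflammatory cytokine and chemokine genes measured, 20 were higher than with AAV9.empty and the other did not pass the test over all genes (20 higher and 1 lower when adjusted over the list alone). The list had a median log2 fold change of 3.66, and limma's camera gave an adjusted p = 1.01e-07, and an adjusted p = 0.320 with an estimated correlation. Tnf, which encodes TNF-α (chromosome 17, 35199381 to 35202007 in GRCm38), was at 9.05 ± 7.68 CPM (SD, n = 3) against 0.715 ± 0.441 (SD, n = 4), a log2 fold change of 3.66 (SE 0.614, adjusted p = 0.00262). Il1a, which encodes IL-1α, an alarmin that dying cells release (chromosome 2, 129299610 to 129309972), was at 20.0 ± 11.2 CPM (SD, n = 3) against 4.62 ± 1.69 (SD, n = 4), a log2 fold change of 2.13 (SE 0.389, adjusted p = 0.00394). Ccl2, a chemoattractant of monocytes (chromosome 11, 82035571 to 82037453), was at 55.3 ± 51.1 CPM (SD, n = 3) against 1.32 ± 0.266 (SD, n = 4), a log2 fold change of 5.40 (SE 0.612, adjusted p = 0.000437). Ccl3, a chemokine of macrophages (chromosome 11, 83647844 to 83649355), was at 5.99, 13.7 and 3.00 CPM in the 3 livers against 0.298 ± 0.343 (SD, n = 4), a log2 fold change of 4.63 (SE 0.734, adjusted p = 0.00200). Il1b, which encodes IL-1β (chromosome 2, 129364570 to 129371139), was at 30.1 ± 25.1 CPM (SD, n = 3) against 1.90 ± 0.776 (SD, n = 4), with a log2 fold change of 4.01 (adjusted p = 0.00110). The members with the smallest adjusted p were Lif, a cytokine of the IL-6 family, and the chemokines Ccl7 and Cxcl1, with log2 fold changes of 5.99, 5.70 and 3.61. In each of these genes, every rAAV9-ST3GAL5.v1 liver was above every AAV9.empty liver. Replicate 2 of rAAV9-ST3GAL5.v1 had the highest level of Tnf, Il1a, Il1b, Ccl2 and Ccl3, and leaving out 1 library moved the log2 fold change to 5.73 for Ccl3 without AAV9.empty replicate 4 and 4.30 for Ccl2, 3.89 for Ccl3, 3.08 for Il1b and 2.70 for Tnf without rAAV9-ST3GAL5.v1 replicate 2. Gm47283 had no count in any rAAV9-ST3GAL5.v1 liver and, among the AAV9.empty livers, in replicate 4 alone. Its presence was used as a covariate, chosen after seeing the data. That fit compares the 3 rAAV9-ST3GAL5.v1 livers with that 1 AAV9.empty liver, so only fold changes are given. The log2 fold changes were then 4.08 for Tnf, 3.89 for Il1b and 5.30 for Ccl2. Those of Il1a and Ccl3 fell to 1.65 and 3.28. Those of Lif, Ccl7 and Cxcl1 were 5.63, 6.59 and 3.17.

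**Figure D2:**
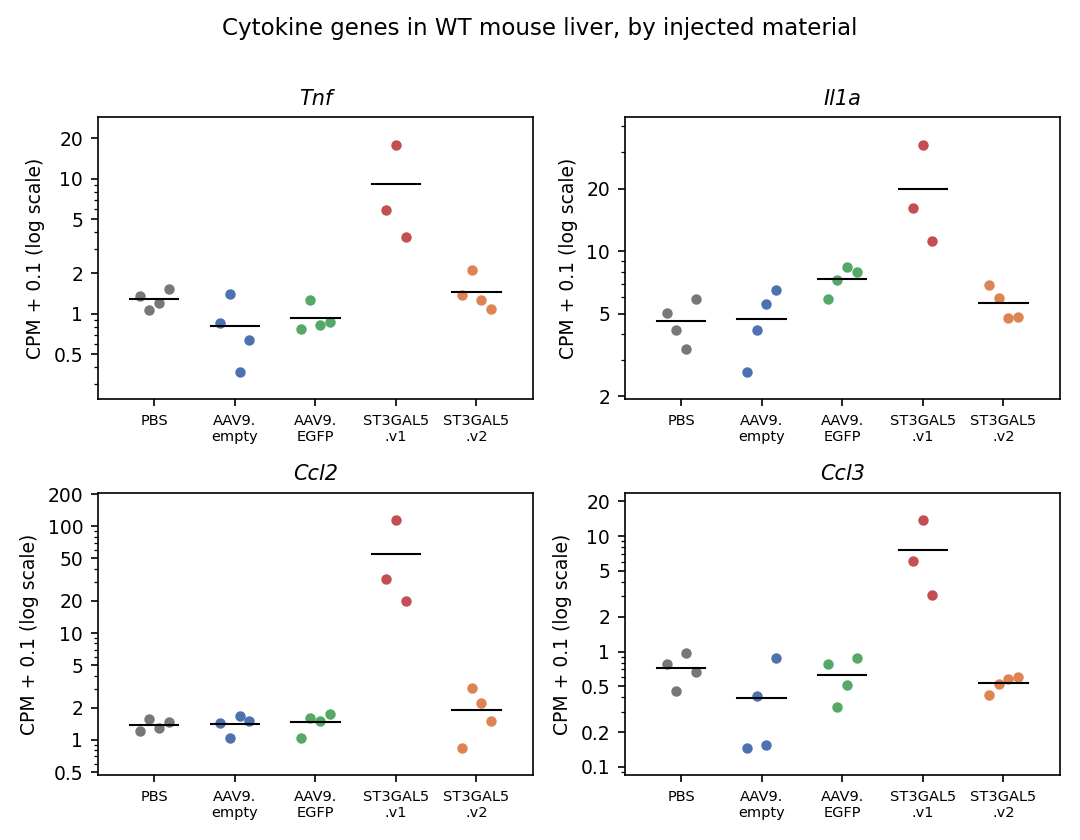
Levels of Tnf, Il1a, Ccl2 and Ccl3 in CPM plus 0.1 on a log scale, by injected material. Each point is a liver, the black lines are group means (n = 4, and n = 3 for rAAV9-ST3GAL5.v1), and all 3 rAAV9-ST3GAL5.v1 livers lie above every other liver plotted in the 4 panels.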

We confirmed RNA-Seq results with quantitative PCR (qPCR) and ELISA, which revealed consistent activation of pro-inflammatory cytokines (TNF-α, IL-1α, CCL2, and CCL3) (Supplemental Figure 5, A and B). These molecular changes were accompanied by cellular liver pathology, including hepatocyte swelling (Figure 4F) and cell death (Figure 4G). Moreover, the toxicity was also seen in liver of *St3gal5*^–/–^ mice receiving rAAV9-ST3GAL5.v1 (Supplemental Figure 6, A–D) but not in other peripheral organs (Supplemental Figure 6, E and F). 

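Genes of inflammation and cell death were higher, and genes of amino acid breakdown lower, with the ST3GAL5 vector than with the EGFP vector. Livers given the ST3GAL5 vector differed from livers given the EGFP vector, which has the same capsid and promoter, in 1134 of 14875 genes tested, of which 554 were higher and 580 lower with rAAV9-ST3GAL5.v1. Of 21 cytokine and chemokine genes, 18 were higher (19 higher and 0 lower when adjusted over the list alone). With AAV9.EGFP, Tnf was at 0.830 ± 0.220 CPM, Il1a at 7.30 ± 1.12, Ccl2 at 1.37 ± 0.296 and Ccl3 at 0.522 ± 0.246 CPM (SD, n = 4), and the log2 fold changes of rAAV9-ST3GAL5.v1 over AAV9.EGFP were 3.44 (adjusted p = 0.00237), 1.45 (adjusted p = 0.0107), 5.32 (adjusted p = 0.000724) and 3.82 (adjusted p = 0.00166). Il1b was at 2.91 ± 1.18 CPM with AAV9.EGFP and had a log2 fold change of 3.36 (SE 0.546, adjusted p = 0.00268). Of 37 genes of the cell death machinery, 19 were higher and 1 lower (24 higher and 1 lower when adjusted over the list alone). Tnfrsf12a was at 26.5 ± 6.75 CPM with AAV9.EGFP (log2 fold change 2.19, SE 0.204, adjusted p = 0.000385), and Pmaip1, which encodes the proapoptotic protein NOXA, was at 4.14 ± 0.194 CPM (log2 fold change 1.56, SE 0.155, adjusted p = 0.000446). Of 30 p53 target genes, 15 were higher and 3 lower (16 higher and 3 lower when adjusted over the list alone), for example Btg2, an antiproliferative gene, with a log2 fold change of 1.40, and Cdkn1a with 0.59. Of 31 genes of the integrated stress response, 14 were higher and 1 lower (15 higher and 1 lower when adjusted over the list alone), with log2 fold changes of 3.80 for the transcription factor Atf3 and 1.62 for Ddit3, which encodes CHOP. Of 46 genes of amino acid breakdown and the urea cycle, 44 were lower (0 higher and 44 lower when adjusted over the list alone), such as Gldc, the glycine decarboxylase, with a log2 fold change of −1.08. Hepatocyte secreted proteins and transcription factors had 23 of 30 genes lower (0 higher and 26 lower when adjusted over the list alone). The median log2 fold change of that list was −0.51. Markers of cell types moved too, with 6 of 15 neutrophil genes higher (10 higher and 0 lower when adjusted over the list alone), 5 of 12 T and NK cell genes higher (7 higher and 0 lower when adjusted over the list alone) and 6 of 14 genes of sinusoidal endothelial cells lower and 1 higher (1 higher and 7 lower when adjusted over the list alone). So did those of other cells, with 4 of 19 erythroid genes higher (4 higher and 0 lower when adjusted over the list alone), 4 of 17 genes of Kupffer cells and monocytes higher and 6 lower (5 higher and 6 lower when adjusted over the list alone), 4 of 8 genes of cholangiocytes higher and 1 lower (4 higher and 2 lower when adjusted over the list alone) and 2 of 14 genes of stellate cells higher and 2 lower (2 higher and 2 lower when adjusted over the list alone). limma's camera gave adjusted p = 5.36e-08 for the cytokines (adjusted p = 0.339 with an estimated correlation), adjusted p = 1.89e-06 for cell death (adjusted p = 0.250 with an estimated correlation) and adjusted p = 7.31e-06 for the p53 targets (adjusted p = 0.195 with an estimated correlation). For the integrated stress response it gave adjusted p = 2.87e-05 (adjusted p = 0.284 with an estimated correlation), and adjusted p = 1.18e-20 for amino acid breakdown (adjusted p = 0.250 with an estimated correlation) and adjusted p = 0.000131 for neutrophils (adjusted p = 0.428 with an estimated correlation). For T and NK cells it gave adjusted p = 0.00373 (adjusted p = 0.250 with an estimated correlation), and adjusted p = 0.0368 for endothelial cells (adjusted p = 0.602 with an estimated correlation) and adjusted p = 0.0352 for erythroid cells (adjusted p = 0.646 with an estimated correlation). For Kupffer cells and monocytes it gave adjusted p = 0.246 (adjusted p = 0.646 with an estimated correlation), and adjusted p = 0.0740 for cholangiocytes (adjusted p = 0.430 with an estimated correlation) and adjusted p = 0.832 for stellate cells (adjusted p = 0.918 with an estimated correlation). St3gal5 had a log2 fold change of −0.31 (adjusted p = 0.122), which without rAAV9-ST3GAL5.v1 replicate 3 was −0.46 (adjusted p = 0.0208), and Gusb one of 0.14 (adjusted p = 0.155). In TPM, a unit in which the median of all genes moved by 0.136, limma called Gusb higher (log2 fold change from 0.31 to 0.32, adjusted p from 0.0264 to 0.0328 in 3 of 3 settings). The genes that rose the most were Gm8818, which shares parts of its sequence with another gene, at least 104-fold, Fgf23, Mmp12, a macrophage protease, Acod1, which makes itaconate in macrophages, and Ch25h, the last 4 with log2 fold changes of 8.29, 8.05, 8.02 and 7.88. The genes that fell the most were Gm37736, Nrap, a muscle protein gene, Car5a, Gm28035 and Keg1, with log2 fold changes of −3.64, −3.47, −3.37, −3.28 and −3.09. Without rAAV9-ST3GAL5.v1 replicate 1, 527 genes were higher and 378 lower, and with limma on log2(TPM + 0.1), 471 genes were higher and 302 lower. On leaving out 1 library, the log2 fold changes above moved to 10.72 for Fgf23 without AAV9.EGFP replicate 2, −2.09 for Nrap without AAV9.EGFP replicate 3, −4.24 for Gm28035 without rAAV9-ST3GAL5.v1 replicate 1, 5.88 for Acod1, 4.24 for Ccl2, 3.08 for Ccl3, 6.52 for Ch25h, 7.51 for Fgf23, 2.44 for Il1b, 7.40 for Mmp12 and 2.49 for Tnf without rAAV9-ST3GAL5.v1 replicate 2 and −2.64 for Gm28035, −4.43 for Gm37736 and −4.14 for Keg1 without rAAV9-ST3GAL5.v1 replicate 3, and the threshold was missed by Nrap without rAAV9-ST3GAL5.v1 replicate 1 or 2 (adjusted p from 0.0505 to 0.0844). Over the other filters, models and units, it was missed by Nrap in 2 of 8 (adjusted p from 0.000161 to 0.322), Acod1 in 1 of 10 (adjusted p from 1.40e-08 to 0.0577) and Gm28035 in 1 of 8 (adjusted p from 0.000323 to 0.0734). All 3 rAAV9-ST3GAL5.v1 livers and 3 of the 4 AAV9.EGFP livers had no count of Gm47283, and among the livers without it (3 against 3, chosen after seeing the data) 1019 genes were changed, 501 higher and 518 lower, 945 of them among the 1134.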

We thus speculated that overexpression of *hST3GAL5* transgene in liver and its attendant cytopathic effects played a direct role in lethal toxicity of systemically administered rAAV9-ST3GAL5.v1.

### Optimized ST3GAL5 vector construct with spatial regulation eliminated liver toxicity associated with systemic administration.

We reasoned that CNS-restricted and liver-detargeted expression of an *ST3GAL5* transgene might preserve therapeutic efficacy while eliminating hepatotoxicity. We therefore designed a spatially regulated expression cassette that included human Syn1 promoter (35, 36) to drive neuronal expression at the transcriptional level, combined with miR-122 binding sites in the 3′UTR, which silence transgene expression in hepatocytes at the post-transcriptional level (Figure 4C) (22, 23). We named this refined construct ST3GAL5.v2 and packaged it into AAV9. 

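With rAAV9-ST3GAL5.v2, p53 target genes were higher and genes of cholesterol synthesis lower than with AAV9.empty, and Lif was the only cytokine gene measured that was higher. In these livers 86 of 14558 genes tested differed from livers given AAV9.empty, 67 of them higher and 19 lower. Of 30 p53 target genes, 18 were higher (19 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.68. Cdkn1a was at 157 ± 24.5 CPM (SD, n = 4) with rAAV9-ST3GAL5.v2, a log2 fold change of 2.47 (SE 0.122, adjusted p = 4.01e-07), and Phlda3, an inhibitor of AKT signaling (chromosome 1, 135766119 to 135769136 in GRCm38), was at 41.2 ± 6.58 CPM (SD, n = 4) against 4.61 ± 1.11 (SD, n = 4), a log2 fold change of 3.17 (SE 0.164, adjusted p = 4.89e-07). Ccng1 and Aen had log2 fold changes of 1.99 and 1.56. Of 37 genes of the cell death machinery, Bax, Bbc3 and Tnfrsf10b were higher, with log2 fold changes of 1.36, 1.84 and 2.37, and Casp8, which encodes caspase-8, was lower at −0.35 (3 higher and 2 lower when adjusted over the list alone). Of 16 cytokine and chemokine genes measured, Lif was higher, with a log2 fold change of 3.21 (adjusted p = 0.000346), and Cxcl10, which an interferon induces, and Il18 were lower, with −0.92 and −0.58 (1 higher and 2 lower when adjusted over the list alone). Tnf was at 1.36 ± 0.451 CPM (log2 fold change 0.92, SE 0.432, adjusted p = 0.231), Il1a at 5.52 ± 1.03 CPM (0.26, SE 0.257, adjusted p = 0.591) and Ccl2 at 1.81 ± 0.965 CPM (0.45, SE 0.384, adjusted p = 0.529), none of which passed. Il1b was at 2.21 ± 1.04 CPM (adjusted p = 0.780), and Ccl3, at 0.429 ± 0.0783 CPM, was too low in both groups to be tested. Ddit3 was at 11.8 ± 2.82 CPM (log2 fold change 0.33, adjusted p = 0.325), St3gal5 at 178 ± 12.4 CPM (adjusted p = 0.749) and Gusb at 53.1 ± 6.38 CPM (adjusted p = 0.751). Of 25 genes of cholesterol synthesis, 10 were lower (0 higher and 21 lower when adjusted over the list alone), among them Hmgcs1, which makes HMG-CoA, at 151 ± 34.3 CPM (SD, n = 4) against 280.2 ± 37.6 (SD, n = 4), a log2 fold change of −0.89. Of 14 markers of sinusoidal endothelial cells, 4 were lower (0 higher and 9 lower when adjusted over the list alone), such as Cdh5, a junction protein of endothelial cells, with a log2 fold change of −0.68. Of 17 markers of Kupffer cells and monocytes, 4 were lower (0 higher and 8 lower when adjusted over the list alone), such as Csf1r, the receptor of a macrophage growth factor, with −0.76. Of 33 nuclear genes of the mitochondrial respiratory chain, 6 were higher (12 higher and 0 lower when adjusted over the list alone), such as Ndufa1, a subunit of complex I, with 0.65. Of 19 erythroid markers, 3 were higher (3 higher and 0 lower when adjusted over the list alone). Lower genes also included 2 of 36 interferon-stimulated genes (0 higher and 4 lower when adjusted over the list alone), 3 of 30 ER chaperones and genes of ER-associated degradation (0 higher and 5 lower when adjusted over the list alone), 3 of 46 genes of amino acid breakdown (0 higher and 3 lower when adjusted over the list alone) and, adjusted over the list alone, 2 of 15 heat shock genes. limma's camera gave adjusted p = 1.27e-20 for the p53 targets (adjusted p = 0.0418 with an estimated correlation), adjusted p = 0.899 for cell death (adjusted p = 0.974 with an estimated correlation) and adjusted p = 0.776 for the cytokines (adjusted p = 0.974 with an estimated correlation). For cholesterol synthesis it gave adjusted p = 3.66e-14 (adjusted p = 0.360 with an estimated correlation), and adjusted p = 1.37e-06 for endothelial cells (adjusted p = 0.564 with an estimated correlation) and adjusted p = 3.64e-05 for Kupffer cells and monocytes (adjusted p = 0.564 with an estimated correlation). For the respiratory chain it gave adjusted p = 1.51e-06 (adjusted p = 0.871 with an estimated correlation), and adjusted p = 0.0162 for erythroid cells (adjusted p = 0.974 with an estimated correlation) and adjusted p = 0.000183 for the interferon-stimulated genes (adjusted p = 0.974 with an estimated correlation). For the ER chaperones it gave adjusted p = 0.00236 (adjusted p = 0.746 with an estimated correlation), and adjusted p = 0.0392 for amino acid breakdown (adjusted p = 0.974 with an estimated correlation) and adjusted p = 0.00960 for the heat shock genes (adjusted p = 0.360 with an estimated correlation). The largest increases were in Atp8b5, Gm37795, Eda2r, a receptor of the TNF family, Hmcn2 and Gm12744, with log2 fold changes of 4.52, 3.97, 3.65, 3.34 and 3.30. The largest decreases were in Car3, a carbonic anhydrase, Cyp1a2, a drug-metabolizing enzyme, Slfn9, Cyp4f14 and Zcwpw1, with log2 fold changes of −1.76, −1.51, −1.48, −1.43 and −1.40. Without AAV9.empty replicate 2 the count of changed genes was 54, and the lower genes numbered 10, 9 and 12 without AAV9.empty replicate 1, 2 and 3 and 11 without rAAV9-ST3GAL5.v2 replicate 1. With limma on log2(TPM + 0.1), where the median of all genes moved by −0.123, 43 genes were higher and 28 lower, and on leaving out 1 library the threshold was missed by Casp8 without AAV9.empty replicate 1, 2 or 3 or rAAV9-ST3GAL5.v2 replicate 1 or 4 (adjusted p from 0.0633 to 0.108), Cxcl10 without AAV9.empty replicate 1, 2 or 4 or rAAV9-ST3GAL5.v2 replicate 1 or 4 (adjusted p from 0.0686 to 0.0797), Cyp1a2 without AAV9.empty replicate 2 (adjusted p = 0.0536), Cyp4f14 without AAV9.empty replicate 1 or 2 or rAAV9-ST3GAL5.v2 replicate 3 or 4 (adjusted p from 0.0515 to 0.0793) and Il18 without AAV9.empty replicate 1, 2 or 3 or rAAV9-ST3GAL5.v2 replicate 1, 3 or 4 (adjusted p from 0.0707 to 0.108). Among the other filters, models and units, the threshold was missed for Il18 in 2 of 11 (adjusted p from 0.00464 to 0.0607), Cxcl10 in 2 of 11 (adjusted p from 0.00130 to 0.288) and Gm12744 in 4 of 11 (adjusted p from 0.000599 to 0.115). It was also missed by Casp8 in 1 of 11 (adjusted p from 0.0103 to 0.0501), Cyp1a2 in 2 of 11 (adjusted p from 0.000933 to 0.0838), Cyp4f14 in 1 of 11 (adjusted p from 0.00138 to 0.0717) and Zcwpw1 in 1 of 11 (adjusted p from 1.28e-06 to 0.108). The log2 fold change became 5.31 for Atp8b5 without AAV9.empty replicate 3 and 4.63 for Gm37795 without AAV9.empty replicate 4.

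**Figure D3:**
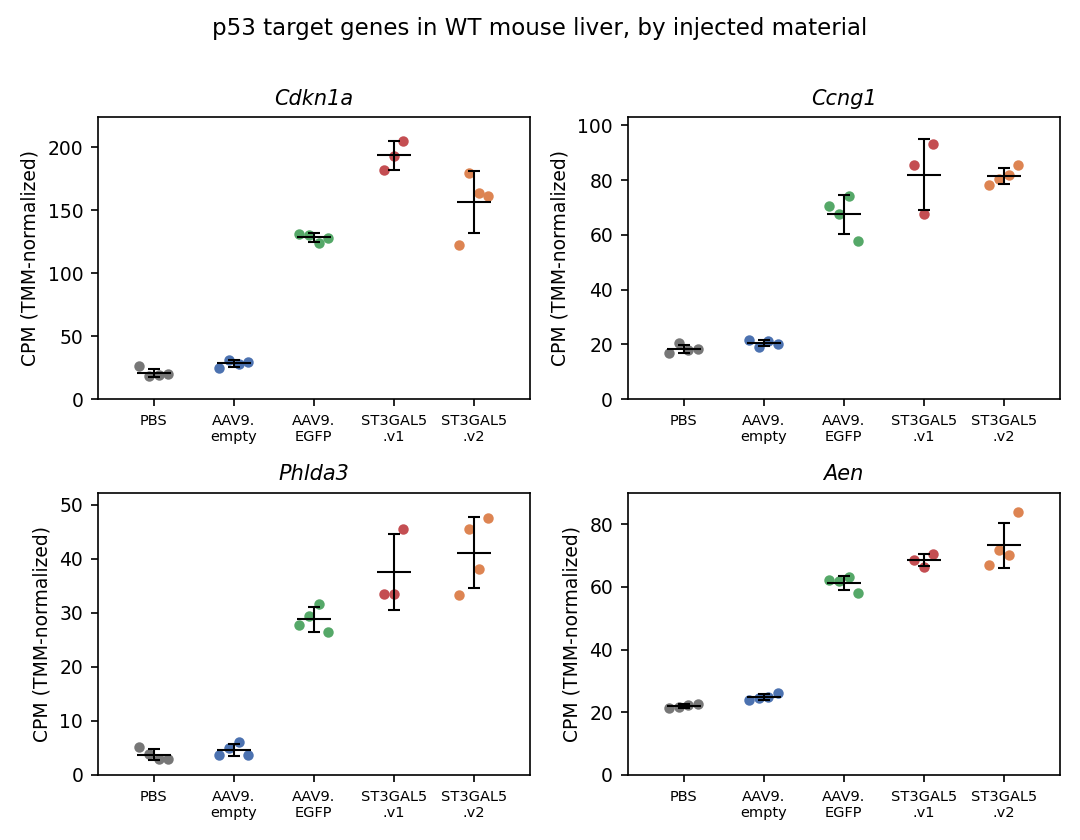
Levels of Cdkn1a, Ccng1, Phlda3 and Aen in CPM normalized by TMM, by injected material. Each point is a liver, and the black marks are means with SD (n = 4, and n = 3 for rAAV9-ST3GAL5.v1), and in all 4 panels every liver given AAV9.EGFP, rAAV9-ST3GAL5.v1 or rAAV9-ST3GAL5.v2 lies above every liver given PBS or AAV9.empty.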

Following the same P1 facial vein injection paradigm in WT pups, transgene expression from rAAV9-ST3GAL5.v2 was greatly reduced in liver tissue, and all animals survived with no evidence of liver inflammation, cytopathology, or transcriptomic derangements (Figure 4 and Supplemental Figure 5).

Interestingly, we noticed that packaging the first-generation construct (rAAV9-ST3GAL5.v1) consistently resulted in low titers (1 × 10^12^ to 4 × 10^12^ gcs/mL), likely due to transgene toxicity in HEK293 cells during the manufacturing process. In contrast, rAAV9-ST3GAL5.v2 was routinely produced at higher titers of 0.8 × 10^13^ to 1.5 × 10^13^ gcs/mL (Supplemental Figure 7). We therefore concluded that by tuning tissue specificity, the optimized second-generation construct design eliminated both hepatotoxicity and the manufacturing bottleneck, serving as a clinically translatable candidate for studies that followed.

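Cytokine, acute-phase, cell death and immediate-early genes were higher in livers given the first construct than in those given the second. Between these livers, 1052 of 14906 genes tested differed, 616 being higher and 436 lower with rAAV9-ST3GAL5.v1 than with rAAV9-ST3GAL5.v2. With the replicate number as a block, 396 were higher and 239 lower. Of 20 cytokine and chemokine genes, 17 were higher with rAAV9-ST3GAL5.v1 (18 higher and 0 lower when adjusted over the list alone). The log2 fold changes of Tnf, Il1a, Il1b, Ccl2 and Ccl3 were 2.77 (SE 0.531, adjusted p = 0.00732), 1.88 (SE 0.335, adjusted p = 0.00542), 3.82 (adjusted p = 0.00269), 4.98 (adjusted p = 0.00162) and 4.14 (adjusted p = 0.00143). Of 25 acute-phase genes, 15 were higher (16 higher and 0 lower when adjusted over the list alone), and Saa3 was at 1.60 ± 0.855 CPM (SD, n = 4) with rAAV9-ST3GAL5.v2, a log2 fold change of 4.80 (SE 0.384, adjusted p = 0.000261). Of 37 genes of the cell death machinery, 18 were higher and 1 lower (24 higher and 1 lower when adjusted over the list alone), with log2 fold changes of 2.41 for Tnfrsf12a and 2.04 for Pmaip1. Of 20 immediate-early genes, 19 were higher (19 higher and 0 lower when adjusted over the list alone), and the AP-1 genes Fos and Jun, at 4.29 ± 0.580 and 16.6 ± 0.985 CPM with rAAV9-ST3GAL5.v2, had log2 fold changes of 3.09 and 2.60. Of 30 p53 target genes, 9 were higher and 3 lower with rAAV9-ST3GAL5.v1 (9 higher and 3 lower when adjusted over the list alone), led by Btg2 with a log2 fold change of 1.67. The other 18 did not pass, and the median log2 fold change of the list was 0.21. Ddit3 had a log2 fold change of 1.24 (SE 0.197, adjusted p = 0.00355). Of 46 genes of amino acid breakdown and the urea cycle, 39 were lower with rAAV9-ST3GAL5.v1 (0 higher and 44 lower when adjusted over the list alone), such as Gnmt, which methylates glycine, at 164 ± 33.0 CPM with rAAV9-ST3GAL5.v2 and a log2 fold change of −1.69. Of 30 genes of hepatocyte secreted proteins and transcription factors, 13 were lower (0 higher and 16 lower when adjusted over the list alone), such as Foxa2, a liver transcription factor, with −1.27. Among markers of cell types, 10 of 15 neutrophil genes (12 higher and 0 lower when adjusted over the list alone) and 6 of 13 T and NK cell genes (6 higher and 0 lower when adjusted over the list alone) were higher with rAAV9-ST3GAL5.v1. Of 17 genes of Kupffer cells and monocytes, 7 were higher and 3 lower (8 higher and 3 lower when adjusted over the list alone). Stellate cells had 4 of 14 genes higher and endothelial cells 2 of 14 higher. Cholangiocytes had 3 of 8 genes higher and 2 lower, and erythroid cells 1 of 19 lower. Over the list alone the erythroid gene did not pass and the other counts stayed. Camera did not call the lists of Kupffer cells and monocytes, stellate cells, endothelial cells, cholangiocytes or erythroid cells (adjusted p from 0.0696 to 0.787). Of 25 genes of cholesterol synthesis, 11 were higher and 3 lower (13 higher and 3 lower when adjusted over the list alone). limma's camera gave adjusted p = 2.87e-08 for the cytokines (adjusted p = 0.286 with an estimated correlation), adjusted p = 5.24e-08 for the acute phase (adjusted p = 0.332 with an estimated correlation) and adjusted p = 4.01e-06 for cell death (adjusted p = 0.286 with an estimated correlation). For the immediate-early genes it gave adjusted p = 7.29e-19 (adjusted p = 0.286 with an estimated correlation), and adjusted p = 0.00761 for the p53 targets (adjusted p = 0.286 with an estimated correlation) and adjusted p = 2.41e-19 for amino acid breakdown (adjusted p = 0.286 with an estimated correlation). For hepatocyte proteins it gave adjusted p = 5.59e-08 (adjusted p = 0.286 with an estimated correlation), and adjusted p = 0.00609 for cholesterol synthesis (adjusted p = 0.408 with an estimated correlation) and adjusted p = 2.92e-07 for neutrophils (adjusted p = 0.286 with an estimated correlation). For T and NK cells it gave adjusted p = 0.00281 (adjusted p = 0.286 with an estimated correlation). St3gal5 and Gusb did not pass (log2 fold changes −0.24 and 0.12, adjusted p = 0.264 and 0.433). On TPM, where the median of all genes moved by 0.191, limma called Gusb higher (log2 fold change from 0.36 to 0.37, adjusted p from 0.0344 to 0.0356 in 2 of 3 settings). The largest differences were in Gm8818, which shares parts of its sequence with another gene, and Fosl1, at least 102-fold and at least 42.3-fold higher with rAAV9-ST3GAL5.v1, in Saa2, Nos2, the inducible nitric oxide synthase, and Sprr1a, with log2 fold changes of 8.14, 7.96 and 7.86, and, in the other direction, in Fabp3, Gm15622, Gm44170, Tdo2 and Slc4a9, with −5.92, −4.94, −4.33, −3.43 and −3.11. On leaving out 1 library, the log2 fold change was −2.66 for Tdo2 without rAAV9-ST3GAL5.v2 replicate 2, 9.07 for Saa2 without rAAV9-ST3GAL5.v2 replicate 3, 10.34 for Nos2 without rAAV9-ST3GAL5.v2 replicate 4, −6.54 for Fabp3 without rAAV9-ST3GAL5.v1 replicate 1, 3.88 for Ccl2, 3.39 for Ccl3, −7.79 for Gm44170, 2.88 for Il1b, 5.77 for Nos2 and 1.80 for Tnf without rAAV9-ST3GAL5.v1 replicate 2 and −5.27 for Fabp3, −3.70 for Gm44170 and −4.04 for Slc4a9 without rAAV9-ST3GAL5.v1 replicate 3. Among the other filters, models and units, the threshold was missed for Fabp3 in 6 of 9 (adjusted p from 0.0145 to 0.279), Gm44170 in 1 of 10 (adjusted p from 0.000280 to 0.0641) and Slc4a9 in 2 of 8 (adjusted p from 0.00132 to 0.226). It was also missed by Tdo2 in 5 of 10 (adjusted p from 0.00418 to 0.376) and Nos2 in 3 of 10 (adjusted p from 3.34e-05 to 0.177). The threshold was missed by Fabp3 without rAAV9-ST3GAL5.v1 replicate 1, 2 or 3 (adjusted p from 0.0942 to 0.114), Tdo2 without rAAV9-ST3GAL5.v2 replicate 1 or 2 or rAAV9-ST3GAL5.v1 replicate 1, 2 or 3 (adjusted p from 0.0569 to 0.0908), Slc4a9 without rAAV9-ST3GAL5.v1 replicate 1 or 2 (adjusted p from 0.0767 to 0.102) and Gm44170 without rAAV9-ST3GAL5.v1 replicate 1 (adjusted p = 0.0664), and among the livers with no count of Gm47283 (3 against 2, chosen after seeing the data) 469 genes were changed. Without rAAV9-ST3GAL5.v1 replicate 1, 540 genes were higher and 245 lower, and with limma on log2(TPM + 0.1), the unit with the shift above, 689 genes were higher and 218 lower.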

### ICV injection of rAAV9-ST3GAL5.v2 improved biochemical and phenotypic abnormalities in GM3SD mouse models.

We cloned the ST3GAL5.v2 construct in self-complementary (sc) configuration to facilitate faster and stronger expression as compared with the single-stranded (ss) transgene (Figure 5A and Supplemental Figure 8) (37, 38). After P1 ICV injection in *St3gal5*^–/–^ mice, scAAV9- and ssAAV9-ST3GAL5.v2 led to comparable levels of transgene expression in hippocampus 4 weeks after injection, whereas scAAV9 slightly outperformed ssAAV9 in the cerebral cortex (Figure 5B). Both vectors normalized the brain ganglioside profile in *St3gal5*^–/–^ mice up to 12 weeks after injection (Figure 5, C and D), although neither corrected circulating gangliosides, consistent with the neuron-specific expression design (Supplemental Figure 9).

Using the same P1 ICV injection paradigm, we next treated *St3gal5*^–/–^*/B4galnt1*^–/–^ pups with either scAAV9- or ssAAV9-ST3GAL5.v2 (Figure 6A). Both vectors significantly extended animal survival (median survival: untreated, 19 days; ssAAV9, 51 days; scAAV9: 101 days) (Figure 6B), partially restored body growth (Figure 6, C and D), and largely normalized motor function, as revealed by negative geotaxis and rotarod tests (Figure 6, E and F). Importantly, both treatments improved brain growth (Figure 6G) while reducing or eliminating neuropathological changes such as cerebellar vacuolization (Figure 7A), neuronal cell death (Figure 7B), and astrogliosis (Figure 7C) across multiple brain regions; scAAV9 consistently outperformed ssAAV9 in all histopathological assessments. Furthermore, scAAV9-ST3GAL5.v2 vector treatment at later age (P4) could also extend animal survival and partially restore body growth (Supplemental Figure 10), highlighting a strong translational relevance.

Nevertheless, *St3gal5*^–/–^*/B4galnt1*^–/–^ mice that survived after scAAV9-ST3GAL5.v2 treatment continued to exhibit hindlimb clasping, a sign of motor dysfunction not seen in their *St3gal5^+/–^/B4galnt1*^–/–^ littermates (Figure 6H). This might reveal a fundamental limitation of the sequential double KO animal model; that is, isolated KO of *B4galnt1* in mice has independent neuropathological effects (39, 40) that cannot be fully rescued by replacing *ST3GAL5* alone. To test this hypothesis, we generated ssAAV9-CB-B4GALNT1 and co-delivered it with scAAV9-ST3GAL5.v2 by ICV administration. Indeed, this dual-vector treatment regimen completely rescued lethality, growth retardation, hindlimb clasping, and motor impairment in *St3gal5*^–/–^*/B4galnt1*^–/–^ mice (Figure 8). These encouraging results suggest that using the *St3gal5*^–/–^*/B4galnt1*^–/–^ mouse model to test *ST3GAL5* gene replacement may be overly stringent and underrepresent the clinical potential of scAAV9 *ST3GAL5* gene replacement vectors.

### IV injection of rAAV.PHP.eB-ST3GAL5.v2 improved phenotypic abnormalities in GM3SD mouse models.

To examine whether systemically delivered scAAV9-ST3GAL5.v2 could achieve broader brain transduction and better therapeutic efficacy without causing liver toxicity, we treated *St3gal5*^–/–^*/B4galnt1*^–/–^ pups with 3 × 10^11^ gcs on P1 by facial vein injection. Although we did not observe the acute lethality associated with systemic administration of first-generation vectors, i.v. scAAV9-ST3GAL5.v2 showed limited efficacy with regard to survival (median survival: 34 days), growth, and motor function (Supplemental Figure 11, B–D), likely due to low *ST3GAL5* expression and poor ganglioside reconstitution in the brain as compared with ICV injection (Supplemental Figure 11, E–G). We thus packaged the v2 construct into PHP.eB, an engineered AAV capsid that penetrates the murine BBB more efficiently than AAV9 (41). Under the same systemic administration regimen, ssAAV.PHP.eB-ST3GAL5.v2 led to higher transgene expression in the brain, robust CNS ganglioside restoration, and better phenotypic rescue by all measurements (Supplemental Figure 11, B–G). Taken together, these data underscore the importance of restoring ganglioside synthesis in CNS, particularly in neurons, for ameliorating the GM3SD phenotype.

## Discussion

In this proof-of-concept study, we show that rAAV-mediated *ST3GAL5* gene replacement restores cerebral ganglioside synthesis, ameliorates neuropathology, and improves motor function in 2 different murine models of human GM3SD (*St3gal5*^–/–^ and *St3gal5*^–/–^*/B4galnt1*^–/–^*)*. Of note, both ICV and i.v. routes of administration provided meaningful benefits in animal models, illustrating that CNS-directed *ST3GAL5* replacement holds promise for further clinical development (Figure 9).

Developmental and functional differences in ganglioside biology of mice, as compared with humans, present a significant experimental challenge. Humans with severe, biallelic loss-of-function mutations in *ST3GAL5* exhibit complete absence of GM3 and its downstream derivatives in plasma and, presumably, brain tissue, and present with epileptic encephalopathy and psychomotor stagnation within a few months of life. A similar enzyme disruption in *St3gal5*^–/–^ mice leads to tissue deficiency of GM3 but a comparatively mild pathological and behavioral phenotype. Although the major documented phenotype in these mice is hearing loss, we were unable to investigate this further due to limitations in our techniques and expertise. In the absence of GM3 synthase, LacCer is shunted into alternative biosynthetic pathways for the production of O-series gangliosides (Figure 1) from human patients and *St3gal5*^–/–^ mice (11, 42). It is unclear yet if the complex gangliosides are redundant for maintaining membrane physics and signal transduction in different species. Further thorough analysis of gangliosides and related glycosphingolipids may help understand this discrepancy. On the other hand, a more phenotypically relevant murine model requires simultaneous disruption of 2 serial enzymes in the ganglioside synthetic pathway, *St3gal5* and *B4galnt1*. These double KO mice exhibit severe neuropathology and functional deficits concordant with human GM3SD, but suffer from abiding and functionally relevant *B4GALNT1* deficiency after successful *ST3GAL5* replacement. Thus, although *St3gal5*^–/–^*/B4galnt1*^–/–^ mice allow us to test the efficacy of different *ST3GAL5* replacement vectors, they may underestimate the therapeutic potential of such vectors for treatment of human GM3SD. This scenario underscores the importance of using relevant animal models in preclinical gene therapy studies. Modeling GM3SD in larger gyrencephalic species, such as pigs or sheep, might prove more informative for future studies (43).

A number of other technical hurdles exist for the treatment of neurological diseases via gene replacement. For example, it is increasingly clear that for many neurogenetic deficiencies, successful treatment will depend on efficient and even delivery of transgene across the neuraxis coupled to a pattern of expression that approximates the natural distribution, abundance, and developmental timing of WT protein. 

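Among the genes of protein stress in liver, 14 of 31 of those that ATF4 and CHOP control, Ddit3 and Atf3 included, and 7 of 31 of those of the endoplasmic reticulum (ER) that ATF6 and XBP1 control were higher with rAAV9-ST3GAL5.v1 than with AAV9.empty. The difference between the 2 lists was not tested. Of 31 genes of the integrated stress response, which ATF4 and CHOP carry out, 14 were higher and 2 lower (16 higher and 3 lower when adjusted over the list alone), and camera gave adjusted p = 0.000367 (adjusted p = 0.233 with an estimated correlation). Ddit3, which encodes CHOP (chromosome 10, 127290774 to 127296288 in GRCm38, where the annotation has 2 loci of that name), was at 27.4 ± 5.32 CPM (SD, n = 3) against 9.43 ± 1.96 (SD, n = 4), a log2 fold change of 1.55 (SE 0.183, adjusted p = 0.000537). Atf3, a transcription factor of the same pathway (chromosome 1, 191170296 to 191218039), was at 50.0 ± 11.7 CPM (SD, n = 3) against 3.09 ± 1.54 (SD, n = 4), a log2 fold change of 4.02 (SE 0.305, adjusted p = 0.000114). Chac1, which degrades glutathione, and Nupr1, a stress-induced chromatin protein, were at 5.25 ± 0.306 and 11.5 ± 1.81 CPM against 0.592 ± 0.167 and 3.04 ± 0.871, with log2 fold changes of 3.15 and 1.94. Of 31 ER chaperones and genes of ER-associated degradation, 7 were higher and 1 lower (7 higher and 1 lower when adjusted over the list alone), the median log2 fold change was 0.11, and camera gave adjusted p = 0.342 (adjusted p = 0.810 with an estimated correlation). For rAAV9-ST3GAL5.v1 against PBS, 11 ER genes were higher and 1 lower (12 higher and 1 lower when adjusted over the list alone), against rAAV9-ST3GAL5.v2 7 higher and 1 lower (8 higher and 1 lower when adjusted over the list alone), and against AAV9.EGFP 6 higher and 2 lower (9 higher and 3 lower when adjusted over the list alone). Camera called the list higher against PBS (adjusted p = 0.00826, and adjusted p = 0.607 with an estimated correlation) and against rAAV9-ST3GAL5.v2 (adjusted p = 0.00395, and adjusted p = 0.446 with an estimated correlation), and did not call it against AAV9.EGFP (adjusted p = 0.199, and adjusted p = 0.737 with an estimated correlation). The same list also moved between the controls and with rAAV9-ST3GAL5.v2, being called lower for rAAV9-ST3GAL5.v2 against AAV9.empty (adjusted p = 0.00236, and adjusted p = 0.746 with an estimated correlation), with 3 of 30 members lower (0 higher and 5 lower when adjusted over the list alone). It was called higher for AAV9.empty against PBS (adjusted p = 0.00169, and adjusted p = 0.607 with an estimated correlation). There, 0 of 30 members passed over all genes, and 7 were higher and 3 lower when adjusted over the list alone. Dnajb9, an ER cochaperone, was at 70.5 ± 16.0 CPM (SD, n = 3) against 42.1 ± 2.39 (SD, n = 4), a log2 fold change of 0.76 (SE 0.136, adjusted p = 0.00362), whereas Sel1l, a subunit of the ERAD ubiquitin ligase, fell from 172 ± 6.28 to 117 ± 19.9 CPM, a log2 fold change of −0.54 (SE 0.107, adjusted p = 0.00554). The ER stress sensors Atf6 and Ern1, which encodes IRE1, had log2 fold changes of 0.49 and 0.37 (adjusted p = 0.0118 and 0.0155), and Xbp1, the target of IRE1, had one of 0.59 (adjusted p = 0.0252). Hspa5, which encodes BiP, the main ER chaperone, was at 962 ± 211 CPM (SD, n = 3) against 828 ± 67.9 (SD, n = 4), a log2 fold change of 0.23 (SE 0.140, adjusted p = 0.253). Of 19 genes of the NRF2 response to oxidative stress, 10 were higher and 2 lower (10 higher and 3 lower when adjusted over the list alone), with log2 fold changes of 1.57 for Srxn1, which reduces peroxiredoxins, and 0.99 for Hmox1, the heme oxygenase. Of 15 heat shock genes, 4 were higher and 4 lower (4 higher and 4 lower when adjusted over the list alone). The same test gave adjusted p = 0.0101 for the NRF2 genes (adjusted p = 0.233 with an estimated correlation) and adjusted p = 0.811 for the heat shock genes (adjusted p = 0.855 with an estimated correlation). Without rAAV9-ST3GAL5.v1 replicate 3 the ER list passed (camera adjusted p = 0.0418) and so did Hspa5 (adjusted p = 0.0467), and the threshold was missed by Xbp1 without AAV9.empty replicate 1, 2, 3 or 4 or rAAV9-ST3GAL5.v1 replicate 1 (adjusted p from 0.0525 to 0.0701) and Ern1 without AAV9.empty replicate 4 or rAAV9-ST3GAL5.v1 replicate 1 (adjusted p from 0.0521 to 0.0589). Over the other filters, models and units, it was missed by Ern1 in 2 of 11 (adjusted p from 0.0103 to 0.0727), Atf6 in 1 of 11 (adjusted p from 0.00161 to 0.0558) and Sel1l in 1 of 11 (adjusted p from 2.14e-05 to 0.0506). The presence of Gm47283 was also used as a covariate, chosen after seeing the data. That fit compares the 3 rAAV9-ST3GAL5.v1 livers with AAV9.empty replicate 4 alone, the only AAV9.empty liver without Gm47283. Only fold changes are given for it. The log2 fold changes were then 1.27 for Ddit3, 3.24 for Atf3, 0.81 for Dnajb9, 0.44 for Ern1 and 0.68 for Xbp1. They were −0.47 for Sel1l, 0.38 for Atf6 and 0.77 for Hmox1. The fold changes of Sel1l, Atf6 and Hmox1 were smaller than without the covariate.

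**Figure D4:**
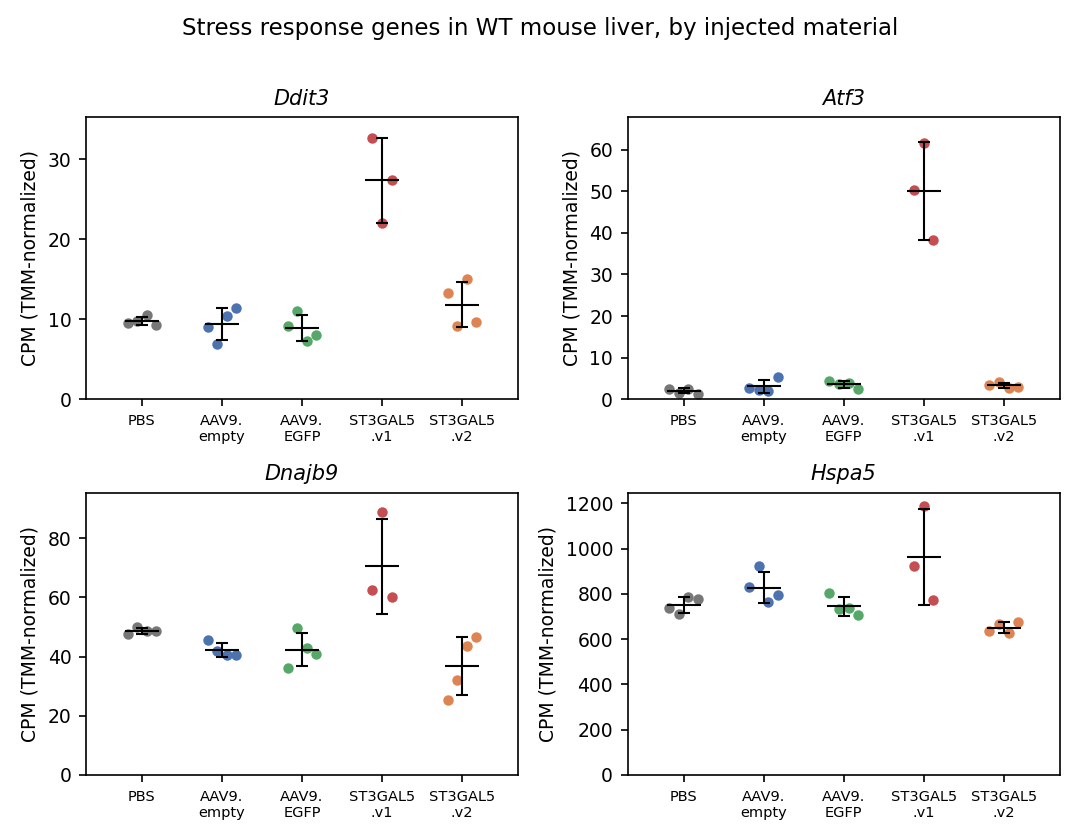
Levels of Ddit3, Atf3, Dnajb9 and Hspa5 in CPM normalized by TMM, by injected material. Each point is a liver and the black marks are means with SD (n = 4, and n = 3 for rAAV9-ST3GAL5.v1), and the rAAV9-ST3GAL5.v1 livers lie above the others for Ddit3 and Atf3 and overlap other groups for Hspa5.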

As an example, our first-generation vector induced an active unfolded protein response and severe hepatotoxicity caused by off-target hepatic overexpression of ST3GAL5. Organ toxicity caused by transgene overexpression has been observed in other preclinical disease models. For example, adult mice administered AAV9-*MECP2* replacement vectors at 10^12^ gcs/mouse develop liver damage with drastically elevated liver transaminases levels and disorganized liver architecture. Similar to our findings reported here, the damage is associated with overabundant expression of MECP2 and apoptosis triggered by UPR (44). In another murine system, neonatal mice receiving ICV delivery of AAV9-SMN at 5 × 10^10^ gcs/g develop late-onset, dose-dependent motor dysfunction, impaired proprioception, and neurodegenerative changes due to overexpression of SMN and subsequent RNA dysregulation (45).

Working toward safer and more efficacious therapy, we combined a neuron-specific human Syn1 promoter with a liver-specific miR122 targeting sequence in our second-generation vector. This design prevented ST3GAL5 overexpression in liver and thereby eliminated liver toxicity. The same principle of using facilitative cell-specific promoters coupled to inhibitory miRNA binding sites could be applied more broadly for achieving refined expression specificity (46–48). In general, we believe that optimizing spatial and temporal regulation of transgene expression will enable safer and more effective systemic gene therapy for a number of neurogenetic disorders in humans, and GM3SD provides an important experimental model to test this idea. Furthermore, scAAV, which uses a mutated inverted terminal repeat (ITRs) to generate an intramolecular, double-stranded genome configuration, allows for faster and higher gene expression but limits the packaging capacity to half that of the ssAAV genome (37, 38, 49). Indeed, the stronger ST3GAL5 expression driven by scAAV restored ganglioside production and improved phenotypical abnormality more efficiently in the present study.

Last, to identify the most effective and clinically translatable route for administering *ST3GAL5* to CNS cells, we tested both ICV and i.v. routes commonly used in current clinical trials (50). ICV injection bypasses the BBB, similar in principle to the more spatially delimited intrathecal injection of nusinersen (51), but does not leverage the dense cytological distribution of natural CNS capillaries. We found that ICV delivery of *ST3GAL5* at a clinically feasible dose (2 × 10^13^gcs/kg) achieved promising therapeutic outcomes in neonatal mice. In contrast, i.v.-injected vector at a 10-fold higher dose (2 × 10^14^gcs/kg) did not restore ganglioside production or prevent disease manifestations. Thus, among these preclinical dosing paradigms, ICV injection appeared superior at a clinically feasible dose.

Highly neurotropic AAV capsids, delivered systemically via CNS capillaries, may be key to achieving much broader CNS distribution. As a proof-of-concept, we tested i.v. delivery of *ST3GAL5* encapsulated in PHP.eB, an engineered capsid that crosses the murine BBB more efficiently than AAV9. The biochemical and phenotypic results were promising. Systemic delivery of PHP.eB is not clinically translatable because of its species- and strain-specific characteristics, but our results can inform future studies of CNS favorable capsids.

In conclusion, AAV-mediated CNS gene transfer with *ST3GAL5* at a clinically relevant dose provides significant biochemical and therapeutic benefits with limited off-target toxicity. Notwithstanding limitations of current murine models, our second-generation scAAV9-ST3GAL5.v2 replacement vector is a promising candidate for further clinical development of *ST3GAL5* gene therapy.

## Methods

### Study design

The primary goal of this study was to develop an rAAV-mediated *ST3GAL5* replacement therapy to treat GM3SD. Our experimental approach combined cells derived from patients with GM3SD and mouse models to evaluate safety, efficacy, and duration of effect. Molecular and physiological readouts include delivery of rAAV genome, *ST3GAL5* expression, restoration of gangliosides, body and brain weight, motor functions, and survival. For each experiment, sample size reflected the number of independent biological replicates and, here, is provided in the figure legends. Mice were assigned randomly to the experimental or control groups. Data from all animals were included in the analysis with no excluded outlier.

### HeLa cell culture and transfection

HeLa cells were maintained in DMEM, GlutaMAX Supplement (Gibco, catalog 10569-010), supplemented with 10% (vol/vol) FBS (Sigma, catalog F2442) and the antibiotics penicillin and streptomycin (100 U/mL) (Gibco, catalog 15140-122) at 37^o^C with 5% CO_2_. HeLa cells were transfected with Lipofectamine 3000 Transfection Reagent (Invitrogen, catalog L3000015).

### iPSC culture and differentiation

iPSCs from patients with GM3SD were shared by Michael Tiemeyer in the Department of Biochemistry and Molecular Biology, University of Georgia, Athens, GA. iPSCs were maintained in mTESR1 (STEMCELL Technologies, catalog 85850), cultured in plates precoated with Matrigel (Corning, catalog 354277), and passaged with Rho kinase inhibitor (Abcam, catalog Ab120129). The cortical neuron differentiation was described by Shi et al. (52). Briefly, iPSCs were cultured in neural maintenance media (DMEM:F12 + GlutaMax, Thermo Fisher Scientific, catalog 10565018; and Neurobasal, Thermo Fisher Scientific, catalog 21103049) and first induced by neural induction media containing SB431542 (Tocris, catalog 1614) and dorsomorphin (Tocris, catalog 3093) for 12 days to form the neuro-epithelial sheet. Then cells were passaged with dispase (Thermo Fisher Scientific, catalog 17105041) to wells coated with laminin (Sigma-Aldrich, catalog L2020) in neural maintenance medium. Cells were passaged and plated until after differentiation day 35 in the final plates precoated with poly-l-lysine (Sigma-Aldrich, catalog P5899). Neurons were infected with lentiviral vectors in the presence of 8 μg/mL polybrene (Sigma-Aldrich, catalog TR-1003-G).

### Lentiviral vectors

Human *ST3GAL5* cDNA isoforms driven by CMV-enhancer/chicken β-actin promoter were cloned into the lentiviral transfer plasmid pLenti-CSCGW2. The third-generation system was used to package lentiviral vectors (53). Lentivirus vector plasmid was cotransfected with packaging genome plasmids (pMDLg/Prre and pRSV/REV) and envelope plasmid (pHCMV/VSVG) to HEK293T cells using the CaCl_2_ method (54). Lentivirus vector supernatants were harvested at 48 and 72 hours after transfection and high-titer virus was concentrated via ultra-centrifugation. Virus titer was determined using QuickTiter Lentivirus Titer Kit (Cell Biolabs, Inc., catalog VPK-107).

### Western blot

Cell culture was lysed in ice-cold RIPA Lysis and Extraction Buffer (Thermo Fisher Scientific, catalog 89901) with complete, EDTA-free protease inhibitor cocktail (Roche, catalog 4693159001). Cell lysate was then sonicated. Debris was removed by centrifugation (10 minutes, 16,000*g*, 4^o^C) and supernatant was collected. Total protein concentration was determined using a bicinchoninic acid protein assay kit (Thermo Fisher Scientific, catalog 23252). Lysates containing equal amounts of total protein were boiled in Tris-Glycine SDS Sample Buffer (Invitrogen, catalog LC2676) at 95^o^C for 5 min. Primary Abs rabbit anti-ST3GAL5 (Thermo Fisher Scientific, catalog PA5-25730; 1:1000 dilution) and mouse anti-actin (Abcam, catalog ab8226; 1:5000 dilution) and secondary Abs IRDye 680RD donkey anti–rabbit IgG (LI-COR Biosciences, catalog 926-68073; 1:5000 dilution) and IRDye 800CW donkey anti–mouse IgG (LI-COR Biosciences, catalog 926-32212; 1:5000 dilution) were applied to Western blot. Membrane was scanned with a LI-COR Odyssey scanner.

### Immunofluorescence staining

Immunofluorescence (IF) staining was applied to iPSC-derived cortical neurons and mouse brain sections. Cortical neurons were fixed with 4% paraformaldehyde (Electron Microscopy Sciences, catalog 15710) after washing with Dulbecco’s PBS (Thermo Fisher Scientific, catalog 14190144). Following that, cells were permeabilized with 0.2% (vol/vol) Triton X-100 for neural markers, or not, for gangliosides staining and blocked with 5% goat serum (Invitrogen, catalog 50062Z) in 0.2% (vol/vol) Triton X-100. Mouse brains were fixed in 4% paraformaldehyde at 4^o^C overnight. The next day, brains were soaked in 30% sucrose at 4^o^C overnight until balanced. Brains were then mounted in OCT compound (Midland Scientific, catalog Sakura 4583) and stored at –80^o^C until cryosectioning. Brain slices were permeabilized with 0.5% (vol/vol) Triton X-100 and blocked with 5% goat serum (Invitrogen, catalog 50062Z). Primary Abs, chicken anti–microtubule-associated protein 2 (Abcam, catalog ab5392; 1:1000 dilution), mouse anti–β III tubulin (Tuj1) (Abcam, catalog ab78078; 1:1000 dilution), rat anti–COUP-IF-interacting protein 2 (Ctip2) (Abcam, catalog ab18465; 1:500 dilution), rabbit anti–T-box brain transcription factor 1 (Abcam, catalog ab31940; 1:1000 dilution), mouse anti-ganglioside GD1a (DSHB, catalog GD1a-1; 1:100 dilution), mouse anti-ganglioside GD1b (DSHB, catalog GD1b01; 1:100 dilution), mouse anti-ganglioside GT1b (DSHB, catalog GT1b-1; 1:100 dilution), and rabbit anti-GFP (Thermo Fisher Scientific, catalog A-11122) were used in immunodetection in blocking buffer at 4^o^C overnight.

Secondary Abs goat anti–chicken IgY H&L, Alexa Fluor 488 (Abcam, catalog ab150169; 1:1000 dilution), donkey anti–mouse IgG H&L, Alexa Fluor 594 (Abcam, catalog ab150108; 1:1000 dilution), goat anti–rat IgG H&L, Alexa Fluor 647 (Abcam, catalog ab150167; 1:1000 dilution), goat anti–rabbit IgG H&L, Alexa Fluor 488 (Abcam, catalog ab150077; 1:1000 dilution), and goat anti–mouse IgG H&L, Alexa Fluor 488 (Thermo Fisher Scientific, catalog A11029) were incubated within blocking buffer at room temperature for 1 hour. Sections were mounted using Prolong Diamond Antifade Mountant with DAPI (Thermo Fisher Scientific, catalog P36962). Images were taken on a Leica TCS SP8 confocal microscope. Quantification of GD1a and GD1b was performed using the ImageJ software (NIH).

### AAV vectors

Human *ST3GAL5* cDNA isoforms driven by CMV-enhancer/chicken β-actin promoter and human *ST3GAL5* cDNA isoforms plus miR122 binding sites driven by Syn1 promoter were cloned into AAV plasmids. The plasmids were sequenced throughout the expression cassette, and the integrity of ITRs was confirmed by restriction enzyme digestion. AAV vectors were produced by transient triple transfection in HEK293 cells and purified by CsCl gradient sedimentation for AAV9 or by iodixanol gradient sedimentation for PHP.eB vectors. Vector titers were determined by droplet digital PCR (ddPCR), and vector purity was assessed by gel electrophoresis followed by silver staining.

### Vector DNA extraction and alkaline gel electrophoresis

Extractions of vector DNA from 8 × 10^11^ to 1 × 10^13^ gcs were performed by phenol/chloroform and ethanol precipitation, as described previously (55). Vector DNA was subjected to alkaline gel electrophoresis stained with ethidium bromide.

### Animal use

St3gal5^–/–^/B4galnt1^+/–^ male mice were imported from Regeneron Pharmaceuticals, Inc., and bred with C57BL6NTac female mice (Taconic, B6-F). Newborns were genotyped on the date of birth. Briefly, 1 mm was cut from tail tips. Genomic DNA was extracted by boiling in 25 mM NaOH plus 0.4 mM EDTA (pH 8.0) at 100^o^C for 90 minutes, followed by mixing with 40 mM Tris-HCl (pH 8.0). *St3gal5* and *B4galnt1* genes were determined by qPCR using Taqman reagents targeting *St3gal5* (Thermo Fisher Scientific, assay ID: APH6DZ6, 9057mTGU; assay ID: APMFZ6Z, 9057mTGD), *B4galnt1* (LGC Biosearch Technologies, catalog DLOM-RFB-5, assay ID: 15582TU; assay ID: LacZ) and *Tfrc* (Thermo Fisher Scientific, catalog 4458367). Primer and probe sequences can be found in Supplemental Table 1. To harvest tissues, mice were anesthetized with isoflurane and transcardially perfused with ice-cold PBS. Tissues were immediately dissected, snap-frozen in liquid nitrogen, and stored at –80^o^C. Facial-vein injections were performed on P1 via the right facial vein at 100 μL of 3 × 10^11^ gcs per pup. ICV injections were performed on P1 at 4 μL of 3 × 10^10^ GC bilaterally per pup or P4 at 4 μL of 6 × 10^10^ GC bilaterally per pup. After the procedure, pups were cleaned with 70% ethanol and rubbed with bedding material.

### DNA/RNA extraction, quantitative real-time PCR, and ddPCR

Total DNA and RNA were extracted from snap-frozen mouse tissues using the AllPrep DNA/RNA Mini kit (Qiagen, catalog 80204). The viral vector gc number was determined in a multiplexed reaction using ddPCR Supermix for Probes (No dUTP) (Bio-Rad, catalog 1863024) and Taqman reagents targeting *ST3GAL5* (Thermo Fisher Scientific, Assay ID: APGZHGD) and *Tfrc* (Thermo Fisher Scientific, catalog 4458367). Total RNA (1 μg) was reverse transcribed into cDNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, catalog 4368813). Exogenous human *ST3GAL5* and mouse *St3gal5* cDNA were quantified in a multiplexed reaction using Taqman reagents targeting *ST3GAL5* (Thermo Fisher Scientific, Assay ID: APGZHGD), *St3gal5* (Thermo Fisher Scientific, Assay ID: Mm00488232_m1), and *Gusb* (Thermo Fisher Scientific, Assay ID: Mm01197698_m1). ddPCR was performed with a QX200 ddPCR system (Bio-Rad). Quantitative real-time PCR was performed on a ViiA 7 Real-Time PCR system using Taqman gene expression master mix (Thermo Fisher Scientific, catalog 4369016) and Taqman reagents targeting *Chop* (Thermo Fisher Scientific; Assay ID: Mm01135937_g1) and *Tnfa* (Thermo Fisher Scientific; Assay ID: Mm00443260_g1).

### Mass spectrometry

The sample preparation and analysis were described by Fan et al. (56). Briefly, brain tissue samples were homogenized in water (4 mL/g wet tissue) using an Omni Bead Ruptor (Cole-Parmer, catalog Mfr19-628). The LacCer, GM1, GM2, and GM3 were extracted from 50 μL of homogenate or serum with 200 μL of methanol containing d3-Lc (16:0) (Matreya LLC, catalog 1534), d3-GM1 (18:0) (Matreya LLC, catalog 2050), d3-GM2 (18:0) (Matreya LLC, catalog 2051), and d3-GM3 (18:0) (Matreya LLC, catalog 2052) as the internal standards for LacCer, GM1, GM2, and GM3, respectively. Quality control samples were prepared by pooling aliquots of positive samples, and every 5 study samples were injected to monitor instrument performance throughout these analyses.

The analysis of LacCer, GM1, GM2, and GM3 was performed on a Shimadzu 20AD HPLC system and a SIL-20AC autosampler coupled to a 6500QTRAP+ mass spectrometer (AB Sciex) operated in positive multiple-reaction monitoring mode. Data processing was conducted with Analyst 1.6.3 (Applied Biosystems). The relative quantification data for all analytes are presented as the peak ratios of analytes to their internal standard.

### Mouse monitoring and behavioral assays

Mice were blindly weighed every other day until weaning at 21 days old. After weaning, each mouse was weighed and evaluated for adverse events weekly by a trained observer.

#### Negative geotaxis.

A negative geotaxis assay was conducted every other day for P9–P15 pups on a 45^o^ inclined plane. Prior to the test, animals were placed on the plane to acclimate for 1 minute. The mouse head was facing downward; success was marked when the mouse rotated 180^o^ to the head-up position, and failure was when the mouse dropped off the plane. Whether the mouse could finish the assay was recorded. Each mouse was tested 3 times and the success rate of completing the assay was plotted.

#### Accelerated rotarod.

Coordinated motor functions were examined in treated mice and littermates using the 4–40 rpm accelerating rotarod test. Mice were tested at 6 and 10 weeks old. Tested mice were trained 2 days before the testing day. Prior to the test, the animals were placed on the rotarod machine to acclimate for at least 1 minute. Each mouse was tested 3 times and the best latency to fall was recorded and plotted.

### Histology and immunohistochemistry

Mouse brain and liver were fixed in 10% formalin (Thermo Fisher Scientific, catalog SF100-20). Paraffin embedding, sectioning, H&E staining, TUNEL staining (Roche, catalog 11684817910), and immunohistochemistry (IHC) were performed by the Morphology Core at University of Massachusetts Chan Medical School under standard conditions. Mouse anti–GFAP Ab (EMD Millipore, catalog MAB360; 1:500 dilution) was used in IHC. Images were taken on a Leica DM5500 B microscope. The quantification of GFAP IHC was performed using the Image FIJI software as previously described (57).

### ProcartaPlex multiplex immunoassays

Total protein was extracted in ice-cold RIPA Lysis and Extraction Buffer (Thermo Fisher Scientific, catalog 89901) with complete, EDTA-free protease inhibitor cocktail (Roche, catalog 4693159001) from snap-frozen tissues. Protein concentration was determined using a bicinchoninic acid protein assay kit (Thermo Fisher Scientific, catalog 23252). Normalized protein extracts were loaded on a ProcartaPlex Mix & Match panel (Thermo Fisher Scientific). Values were acquired by Bio-Plex MAGPIX (Bio-Rad).

### mRNA-Seq

RNA-Seq was carried out by Novogene under standard conditions. RNA was extracted using the Trizol phase separation method from cell debris. Isolated RNA sample integrity and concentration were assessed by the Agilent Bioanalyzer 2100. RNA (1 μg/sample) was used as input material for RNA sample preparations. Sequencing libraries were generated using NEBNext Ultra RNA Library Prep Kit for Illumina (New England BioLabs, catalog E7770L) following manufacturer’s recommendations. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5×) (New England BioLabs). First-strand cDNA was synthesized using a random hexamer primer and M-MuL V Reverse Transcriptase (RNase H-). Second-strand cDNA synthesis was subsequently performed using DNA Polymerase I and RNase H. Final library quantities were assessed by the Agilent Bioanalyzer 2100 system. The clustering of the index-coded samples was performed on a cBot Cluster Generation System using PEE Cluster Kit cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the library preparations were sequenced on an Illumina NovaSeq 6000 platform and paired-end reads were generated.

For data analysis, a 3′ adapter sequence was removed using Trimmomatic with the following ILLUMINACLIP parameters: min_length, 10; seed mismatches, 2; palindrome clip threshold, 30; simple clip threshold, 5. Then, reads were mapped to mouse_mm10_gencode_ using STAR. To estimate expression levels, RSEM55 was used to align reads to a predefined set of transcripts from GENCODE. Finally, the RSEM quantification matrix (i.e., estimated counts for each gene and/or for each annotated isoform) was used for differential gene expression analysis. The count matrix was loaded into DEBrowser software for interactive analysis. Data analysis was performed on the RNA-Seq pipeline of the DolphinNext (57).

### Statistics

All data are presented as mean (SD) and were analyzed using GraphPad Prism software (version 9). Two-tailed Student’s *t* test was used to compare 2 groups, and 1-way ANOVA was used to compare data among multiple groups. Animal weight was analyzed by 2-way ANOVA, and survival was analyzed by log-rank (Mantel-Cox) test. In the figures, *P* values are indicated by asterisks, as follows: *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

### Study approval

All animal procedures were reviewed and approved by IACUC at University of Massachusetts Chan Medical School and performed in compliance with all relevant ethical regulations.

### Data and materials availability

mRNA-Seq data can be found in the National Center for Biotechnology Information’s Gene Expression Omnibus (GEO) using GEO series accession number GSE201587. Other data supporting the findings of this study are available within the article or from the corresponding authors upon reasonable request.

## Author contributions

GG and KAS conceived the project; HY, DW, KAS, and GG designed the experimental plan; HY performed cell, animal, and mouse tissue experiments; HY analyzed data with critical input from RHB, DW, and GG; HY, DW, and GG wrote manuscript; KAS and GG supervised project.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
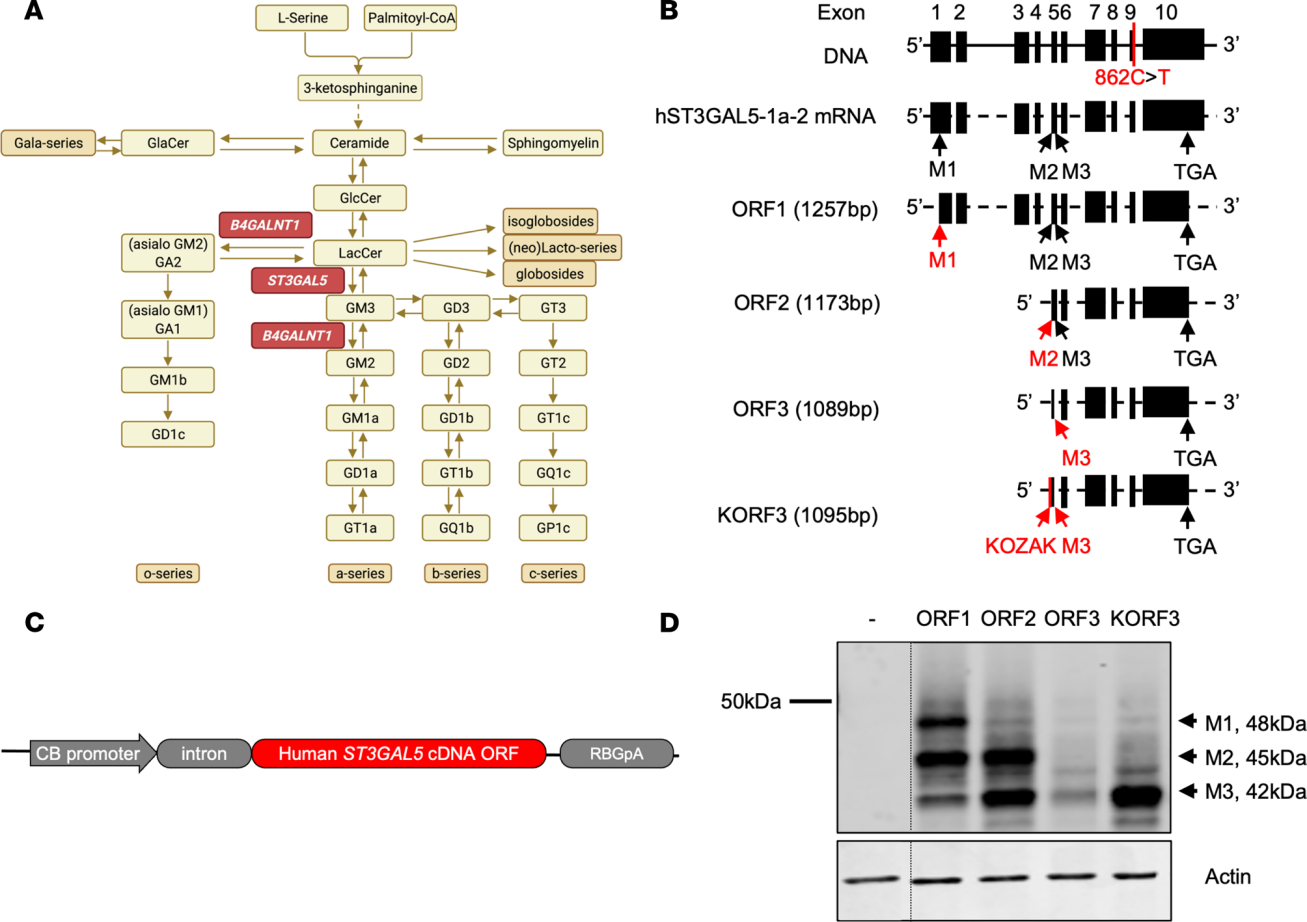
GM3SD is caused by loss-of-function mutation of *ST3GAL5*. (**A**) Schematic showing de novo gangliosides’ synthesis pathway. ST3GAL5 uses LacCer as a substrate to synthesize GM3, the precursor of all other gangliosides. B4GALNT1 is another key enzyme to catalyze the complex gangliosides’ formation. Loss-of-function mutations in *ST3GAL5* and *B4GALNT1* cause GM3SD and hereditary spastic paraplegia type 26, respectively. (**B**) Schematic of the human *ST3GAL5* DNA genome and the most abundant mRNA isoform noted in National Center for Biotechnology Information (NM_003896). M1, M2, and M3 represent the 3 initiating start codons for methionine. Stop codon TGA is at exon 10, and Amish mutation (p.862C>T) is located at exon 9. cDNA initiating from M1 (ORF1), M2 (ORF2), M3 (ORF3), and Kozak+M3 (KORF3) is of 1257 bp, 1173 bp, 1089 bp, and 1095 bp, respectively. Black boxes represent exons; black lines represent introns; dashed black lines represent spliced introns. (**C**) A construct expressing ubiquitous human *ST3GAL5* ORF is shown. (**D**) Representative Western blot images of ST3GAL5 protein expression via different ORF transfections in HeLa cells. The thin black dividing line indicates splicing of noncontiguous lanes of the same blot.

**Figure 2:**
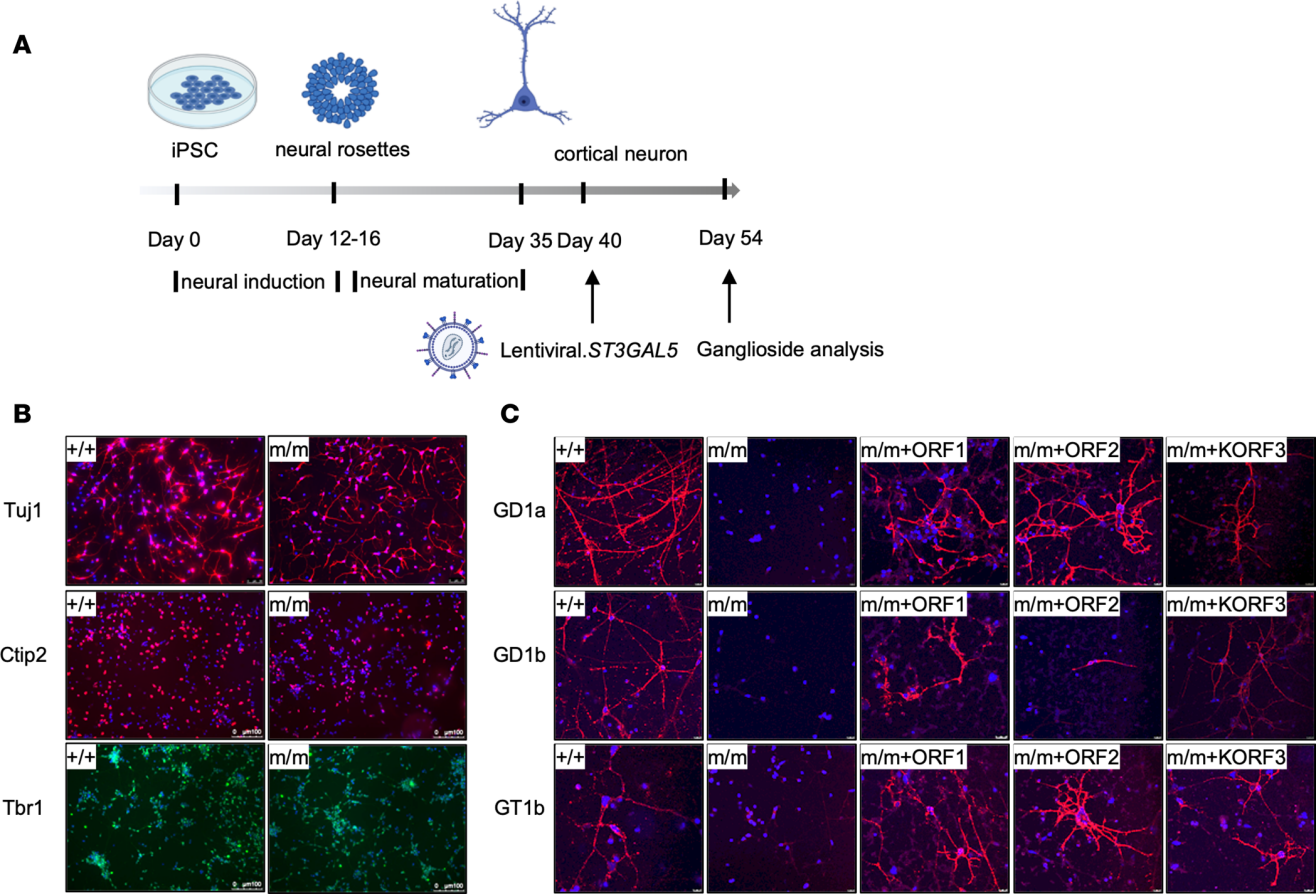
*ST3GAL5* replacement restores gangliosides production in iPSC-derived cortical neurons. (**A**) Workflow to examine restoration of ganglioside production in patients’ iPSC differentiated cortical neurons by lentiviral vectors expressing *ST3GAL5* ORFs. (**B**) Representative images of neuronal markers in *ST3GAL5^+/+^* and *ST3GAL5^mut/mut^* iPSC-differentiated cortical neurons. Neuron-specific class III β-tubulin (Tuj1) and COUP-TF-interacting protein 2 (Ctip2) are indicated by red; T-box brain transcription factor 1 (TBR1) is indicated by green, with nuclei counterstained in blue. (**C**) Representative images of major brain gangliosides in cortical neurons by lentiviral vectors expressing *ST3GAL5* ORFs. GD1a, GD1b, and GT1b are indicated by red; nuclei are counterstained in blue. *+/+*, WT; *m/m*, *ST3GAL5^mut/mut^*. Scale bars: 100 µm (**B**), 10 µm (**C**).

**Figure 3:**
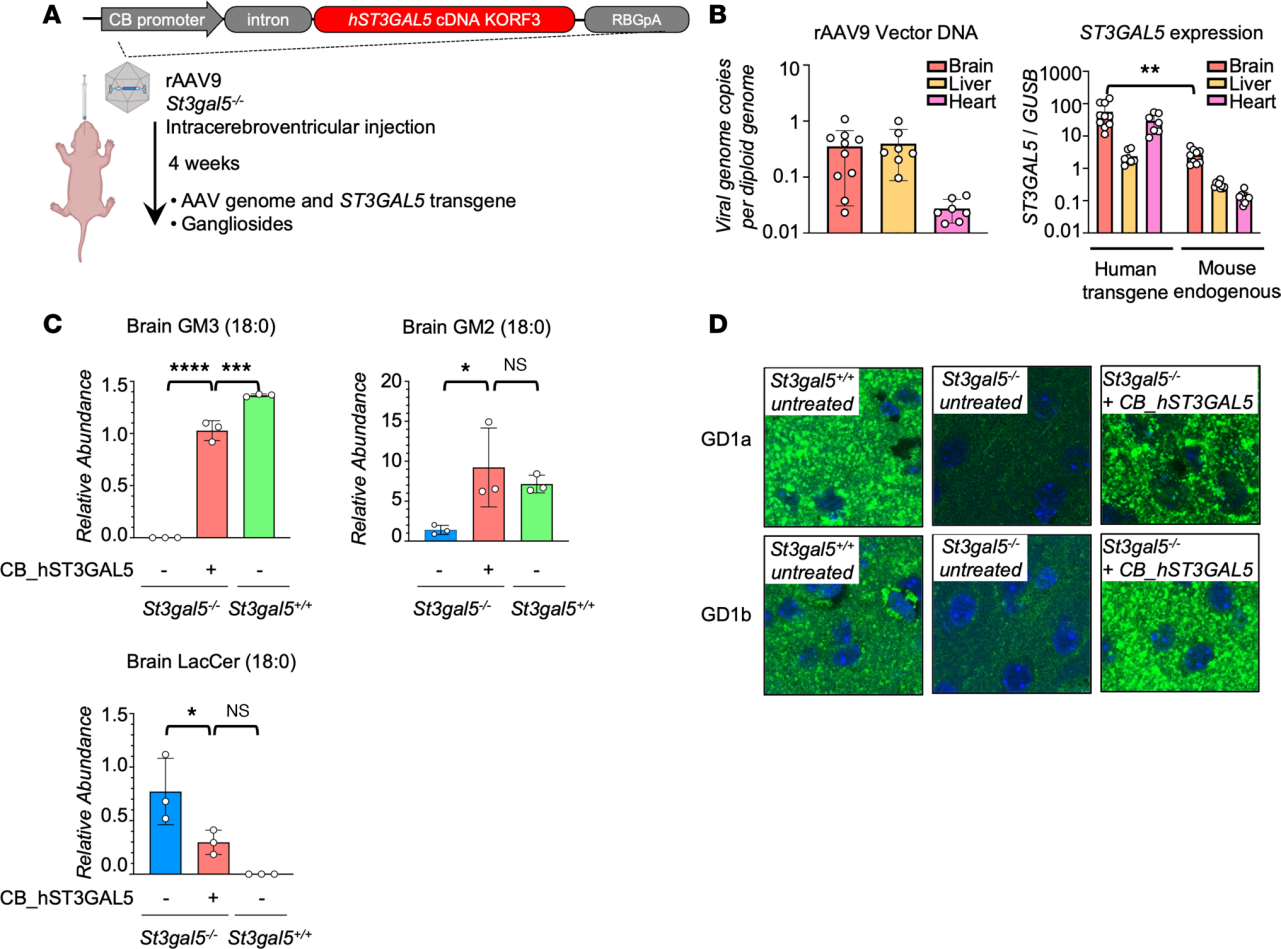
ICV delivery of *ST3GAL5* restores gangliosides production in *St3gal5^–/–^* mouse model. (**A**) Schematic of ICV delivery of ubiquitous human *ST3GAL5* cDNA Kozak ORF3 (KORF3) in *St3gal5*^–/–^ mouse model. (**B**) ddPCR quantification of rAAV9 vector genome and human *ST3GAL5* transgene in the brain, liver, and heart of rAAV9.CB.hST3GAL5-treated *St3gal5*^–/–^ mice. Mouse endogenous *St3gal5* mRNA was quantified from brain, liver, and heart of *St3gal5^+/+^* mice. Data are reported as the mean ± SD of 7–10 animals/group. Statistical analysis was performed by 2-tailed *t* test. (**C**) Mass spectrometry quantification of GM3 (18:0), GM2 (18:0), and LacCer (18:0) from the brain of *St3gal5^+/+^* and *St3gal5*^–/–^ mice, with (+) or without (–) rAAV9.CB.hST3GAL5 treatment. Data are reported as the mean ± SD of 3 animals/group. Statistical analysis was performed by 1-way ANOVA, followed by Sidak’s multiple comparisons test. (**D**) Representative images of major brain gangliosides in cortex of *St3gal5^+/+^* and *St3gal5*^–/–^ mice, with (+) or without (–) rAAV9.CB.hST3GAL5 treatment. GD1a and GD1b are indicated by green; nuclei are counterstained in blue. Magnification, 63***×***. Scale bar: 3 µm. Quantification is shown in Supplemental Figure 2. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001.

**Figure 4:**
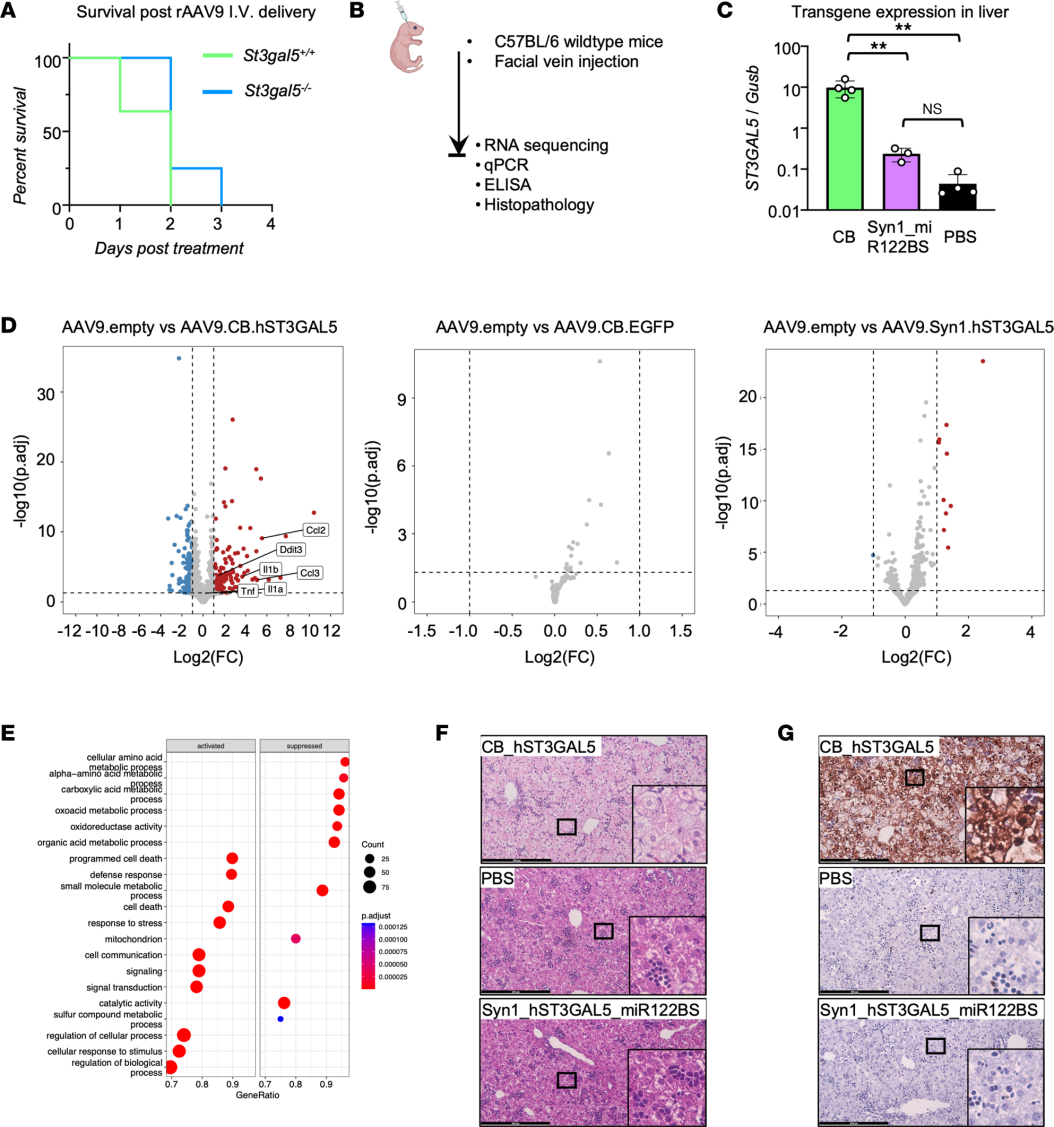
Liver detargeting eliminates ST3GAL5 overexpression–induced toxicity. (**A**) Median survival after AAV9.CB.hST3GAL5 i.v. delivery. Data are plotted as probability of survival from 4 to 11 animals. (**B**) Schematic of facial-vein delivery of AAV9.CB.hST3GAL5, or AAV9. EGFP, or AAV9.empty, or AAV9.Syn1.hST3GAL5.miR122BS, or PBS in WT mice. (**C**) ddPCR quantification of human ST3GAL5 cDNA in the liver of WT mice with rAAV9.CB.hST3GAL5 or rAAV9.hSyn1.hST3GAL5.miR122BS treatments and endogenous mouse St3gal5 from PBS treatment. Data are reported as the mean ± SD of 3–4 animals/group. Statistical analysis was performed by 1-way ANOVA with post hoc Tukey multiple comparison test. (**D**) Volcano plots showing differentially expressed genes in mouse livers. Blue indicates reduced expression; red indicates increased expression; grey indicates ns difference. Adjusted *P* ≤ 0.05; fold change ≥ 2. (**E**) Graph depicting significantly enriched pathways for differentially expressed genes between livers from WT mice injected with PBS and rAAV9.CB.hST3GAL5 using gene set enrichment analysis. (**F**) Representative images of H&E staining of liver sections from WT mice injected with rAAV9.CB.hST3GAL5 or PBS or rAAV9.hSyn1.hST3GAL5.miR122BS. (**G**) Representative images of TUNEL staining of liver sections from WT mice injected with rAAV9.CB.hST3GAL5 or PBS or rAAV9.hSyn1.hST3GAL5.miR122BS. *P < 0.05, **P < 0.01. p.adjust, adjusted *P* value. Scale bar: 200 µm.

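The genes higher with AAV9.EGFP than with AAV9.empty included many targets of p53, and of the cytokine genes measured only Lif. Livers of the 2 groups differed in 24 of 14473 genes tested at the thresholds of the volcano plots, 23 of them higher and 1 lower. Of 30 p53 target genes, 14 were higher (19 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.55. Cdkn1a was at 128 ± 3.29 CPM (SD, n = 4) with AAV9.EGFP, a log2 fold change of 2.17 (SE 0.0739, adjusted p = 1.70e-09), and Phlda3 at 28.8 ± 2.29 CPM, a log2 fold change of 2.65 (SE 0.142, adjusted p = 1.39e-07). Ccng1 and Aen were at 67.5 ± 7.03 and 61.2 ± 2.28 CPM, with log2 fold changes of 1.72 and 1.30. Of 37 genes of the cell death machinery, the p53 targets Bax, Tnfrsf10b and Bbc3 were higher, with log2 fold changes of 0.99, 2.26 and 1.19 (4 higher and 1 lower when adjusted over the list alone). Of 30 genes of the integrated stress response, Sesn2, which restrains growth signaling, and Cebpb were higher, with 0.91 and 0.73 (3 higher and 1 lower when adjusted over the list alone). Of 15 cytokine and chemokine genes measured, Lif was higher at 2.10 ± 0.545 CPM, a log2 fold change of 2.78 (SE 0.389, adjusted p = 0.00273) (1 higher and 0 lower when adjusted over the list alone). The log2 fold changes of Tnf, Il1a, Il1b and Ccl2 were 0.21 (adjusted p = 0.885), 0.67 (adjusted p = 0.263), 0.62 (adjusted p = 0.482) and 0.06 (adjusted p = 0.954), and Ccl3 was too low in both groups to be tested. Ddit3, St3gal5 and Gusb had log2 fold changes of −0.08, −0.01 and 0.02 (adjusted p = 0.881, 0.968 and 0.953). Ephx1, an epoxide hydrolase of the NRF2 list, had a log2 fold change of 0.99 (adjusted p = 6.92e-06). Of 24 cell cycle genes, Aurkb, a mitotic kinase, was lower at −0.39 (1 higher and 12 lower when adjusted over the list alone). limma's camera gave adjusted p = 2.44e-32 for the p53 targets (adjusted p = 0.00289 with an estimated correlation), adjusted p = 0.351 for cell death (adjusted p = 0.768 with an estimated correlation) and adjusted p = 0.655 for the integrated stress response (adjusted p = 0.992 with an estimated correlation). For the cytokines it gave adjusted p = 0.443 (adjusted p = 0.768 with an estimated correlation), and adjusted p = 5.38e-11 for the cell cycle (adjusted p = 0.629 with an estimated correlation). Camera also called 5 other lists higher, those of neutrophils, immediate-early genes, stellate cells, NRF2 genes and the respiratory chain, and 2 lower, those of interferon-stimulated genes and amino acid breakdown. None of these lists passed with an estimated correlation. Over all genes, 0 of 15 neutrophil markers, 0 of 18 immediate-early genes and 0 of 33 genes of the respiratory chain passed. Of 17 NRF2 genes 1 was higher. Over the list alone, 9 neutrophil markers, 3 NRF2 genes and 1 gene of the respiratory chain were higher. Of the immediate-early genes 7 were higher and 1 lower over the list alone. Of the markers of stellate cells edgeR passed 0 of 14, both over all genes and over the list alone (5 at an unadjusted p under 0.05, and 0 with DESeq2), and likewise 0 of 36 interferon-stimulated genes (1 unadjusted, 0 with DESeq2) and 0 of 46 genes of amino acid breakdown (6 unadjusted, 1 with DESeq2). For these lists camera gave adjusted p = 7.04e-07 for neutrophils (adjusted p = 0.629 with an estimated correlation), adjusted p = 3.73e-07 for the immediate-early genes (adjusted p = 0.629 with an estimated correlation) and adjusted p = 0.000948 for stellate cells (adjusted p = 0.768 with an estimated correlation). For the NRF2 genes it gave adjusted p = 0.0257 (adjusted p = 0.629 with an estimated correlation), and adjusted p = 0.0257 for the respiratory chain (adjusted p = 0.768 with an estimated correlation) and adjusted p = 9.84e-05 for the interferon-stimulated genes (adjusted p = 0.768 with an estimated correlation). For amino acid breakdown it gave adjusted p = 0.0280 (adjusted p = 0.992 with an estimated correlation). The largest increases besides Lif and Phlda3 were in Atp8b5, Gm37795 and Eda2r, with log2 fold changes of 3.57, 3.33 and 3.16, and the gene lower at these thresholds was Inmt, with −1.50 (SE 0.285, adjusted p = 0.0350). On leaving out 1 library the threshold was missed by Inmt without AAV9.empty replicate 1, 2 or 3 or AAV9.EGFP replicate 1 (adjusted p from 0.0738 to 0.165) and Aurkb without AAV9.empty replicate 1, 2 or 4 or AAV9.EGFP replicate 2, 3 or 4 (adjusted p from 0.0540 to 0.142), and the log2 fold change was 4.38 for Atp8b5 without AAV9.empty replicate 3 and 3.99 for Gm37795 without AAV9.empty replicate 4. Over the other filters, models and units, it was missed by Inmt in 6 of 10 (adjusted p from 0.000116 to 0.250), Cebpb in 4 of 10 (adjusted p from 1.88e-07 to 0.282) and Aurkb in 3 of 10 (adjusted p from 0.000454 to 0.157). It was also missed by Eda2r in 1 of 8 (adjusted p from 1.03e-11 to 0.146), Lif in 1 of 8 (adjusted p from 7.07e-07 to 0.0892) and Tnfrsf10b in 1 of 10 (adjusted p from 6.01e-15 to 0.0819). Gm47283 had no count in 1 of the 4 AAV9.empty and 3 of the 4 AAV9.EGFP livers. With its presence as a covariate, chosen after seeing the data, Inmt had a log2 fold change of −1.66 (SE 0.353, adjusted p = 0.0876). The call of Inmt ended, with a larger fold change and a larger standard error.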

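Genes of amino acid, drug, bile acid and fatty acid metabolism were lower with rAAV9-ST3GAL5.v1 than with PBS, the comparison of Figure 4E. In total 1340 of 14892 genes tested were changed in livers given rAAV9-ST3GAL5.v1, 714 higher and 626 lower. With limma on log2(TPM + 0.1), where the median of all genes moved by 0.137, 631 were higher and 398 lower. Of 46 genes of amino acid breakdown and the urea cycle, 44 were lower (0 higher and 44 lower when adjusted over the list alone), with a median log2 fold change of −1.21. Otc, the urea cycle enzyme ornithine transcarbamylase (chromosome X, 10252305 to 10321024 in GRCm38), was at 29.8 ± 3.51 CPM (SD, n = 3) against 91.9 ± 3.83 (SD, n = 4), a log2 fold change of −1.61 (SE 0.103, adjusted p = 1.23e-05). Aass, which opens lysine breakdown (chromosome 6, 23072173 to 23132986), was at 14.5 ± 3.24 CPM (SD, n = 3) against 62.5 ± 6.28 (SD, n = 4), a log2 fold change of −2.09 (SE 0.146, adjusted p = 2.12e-05), and Agxt and Cth had log2 fold changes of −1.89 and −2.14. Of 38 genes of cytochromes P450, bile acid and xenobiotic metabolism, 31 were lower (1 higher and 31 lower when adjusted over the list alone). Cyp2e1, which oxidizes ethanol (chromosome 7, 140763739 to 140774987), was at 266 ± 52.0 CPM (SD, n = 3) against 1542 ± 346 (SD, n = 4), a log2 fold change of −2.52 (SE 0.193, adjusted p = 3.41e-05), and Cyp7a1 was at 2.19 ± 2.97 CPM (SD, n = 3) against 34.3 ± 4.01 (SD, n = 4), a log2 fold change of −3.90 (SE 0.651, adjusted p = 0.00205). Of 30 genes of fatty acid oxidation and ketogenesis, 23 were lower and 2 higher (2 higher and 26 lower when adjusted over the list alone), with log2 fold changes of −2.52 for Cyp4a10, a target of PPARα, and −0.83 for Acat1. Of 30 genes of hepatocyte secreted proteins and transcription factors, 21 were lower (0 higher and 24 lower when adjusted over the list alone), with −1.71 for Foxa2 and −0.74 for Alb, which encodes albumin. Of 33 nuclear genes of the respiratory chain, 9 were lower (0 higher and 10 lower when adjusted over the list alone). Genes of cell death and stress were higher in the same livers, with 21 of 37 members of the cell death machinery higher and 1 lower (25 higher and 1 lower when adjusted over the list alone), 22 of 30 p53 targets higher and 1 lower (23 higher and 1 lower when adjusted over the list alone) and 11 of 18 NRF2 genes higher and 2 lower (11 higher and 2 lower when adjusted over the list alone). Among cell types, 12 of 15 neutrophil markers were higher (13 higher and 0 lower when adjusted over the list alone), 7 of 13 markers of T and NK cells higher and 1 lower (9 higher and 1 lower when adjusted over the list alone) and 5 of 14 markers of stellate cells higher and 1 lower (10 higher and 1 lower when adjusted over the list alone). limma's camera gave adjusted p = 1.19e-27 for amino acid breakdown (adjusted p = 0.175 with an estimated correlation), adjusted p = 4.37e-18 for the cytochromes (adjusted p = 0.177 with an estimated correlation) and adjusted p = 6.53e-11 for fatty acid oxidation (adjusted p = 0.233 with an estimated correlation). For hepatocyte proteins it gave adjusted p = 9.25e-11 (adjusted p = 0.207 with an estimated correlation), and adjusted p = 0.000144 for the respiratory chain (adjusted p = 0.480 with an estimated correlation) and adjusted p = 2.35e-06 for cell death (adjusted p = 0.185 with an estimated correlation). For the p53 targets it gave adjusted p = 2.99e-14 (adjusted p = 0.0255 with an estimated correlation), and adjusted p = 0.000313 for the NRF2 genes (adjusted p = 0.123 with an estimated correlation) and adjusted p = 2.75e-07 for neutrophils (adjusted p = 0.130 with an estimated correlation). For T and NK cells it gave adjusted p = 0.000472 (adjusted p = 0.130 with an estimated correlation). For stellate cells it gave adjusted p = 0.000994 (adjusted p = 0.177 with an estimated correlation). Of 8 markers of cholangiocytes, 4 were higher and 2 lower (4 higher and 2 lower when adjusted over the list alone). Kupffer cells and monocytes had 4 of 17 markers higher and 5 lower (6 higher and 6 lower when adjusted over the list alone). Endothelial cells had 3 of 14 markers higher and 3 lower (3 higher and 5 lower when adjusted over the list alone). Camera did not call these 3 lists (adjusted p from 0.0554 to 0.495). Tnf, Il1a, Il1b, Ccl2 and Ccl3 were at 1.18 ± 0.201, 4.53 ± 1.08, 2.49 ± 0.369, 1.29 ± 0.159 and 0.616 ± 0.219 CPM with PBS (SD, n = 4), and their log2 fold changes were 2.94, 2.15, 3.60, 5.44 and 3.60 (adjusted p from 0.000199 to 0.00219). Ddit3 had a log2 fold change of 1.50 (adjusted p = 0.000100), and St3gal5 and Gusb, at −0.32 and 0.23, had adjusted p = 0.122 and 0.0967. The largest increases were in Fgf23 and Ptgs2, which encodes cyclooxygenase 2, and in Fosl1, at least 288-fold, at least 97.2-fold and at least 48.2-fold, and in Sprr1a and Saa1, with log2 fold changes of 8.56 and 7.82. Over the 3 livers, Fgf23 ranged from 3.86 to 18.7 CPM and Ptgs2 from 0.609 to 8.25 CPM, both highest in replicate 2. The largest decreases were in Gm47283 and Erdr1, at least 378-fold and at least 74.1-fold, and in Gm15622, an antisense transcript, Inmt and Cyp7a1, the first 2 of these with log2 fold changes of −4.82 and −4.45. Gm47283 and Erdr1 had no count in any rAAV9-ST3GAL5.v1 liver and were present in all PBS livers. In 12 livers of AAV9.empty, AAV9.EGFP and rAAV9-ST3GAL5.v2, of which 6 lacked Gm47283, 1 other gene of 15214, Mid1, differed with its presence, in a test chosen after seeing the data. On leaving out 1 library the log2 fold change was 10.39 for Sprr1a without PBS replicate 1, 8.58 for Saa1 without PBS replicate 2, 4.35 for Ccl2, 2.85 for Ccl3, 2.67 for Il1b, 7.08 for Saa1 and 1.98 for Tnf without rAAV9-ST3GAL5.v1 replicate 2 and −6.11 for Cyp7a1 without rAAV9-ST3GAL5.v1 replicate 3, St3gal5 passed without rAAV9-ST3GAL5.v1 replicate 3 (adjusted p = 0.0209) and Gusb without PBS replicate 1 (adjusted p = 0.0336). St3gal5 also passed with all 6 groups in one fit (adjusted p = 0.0452), and limma called Gusb higher on TPM, where the median of all genes moved by 0.137 (log2 fold change from 0.40 to 0.41, adjusted p from 0.0141 to 0.0151 in 3 of 3 settings). Among the other filters, models and units, the threshold was missed for Ptgs2 in 2 of 8 (adjusted p from 5.45e-06 to 0.173) and Alb in 1 of 10 (adjusted p from 3.98e-09 to 0.254).

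**Figure D5:**
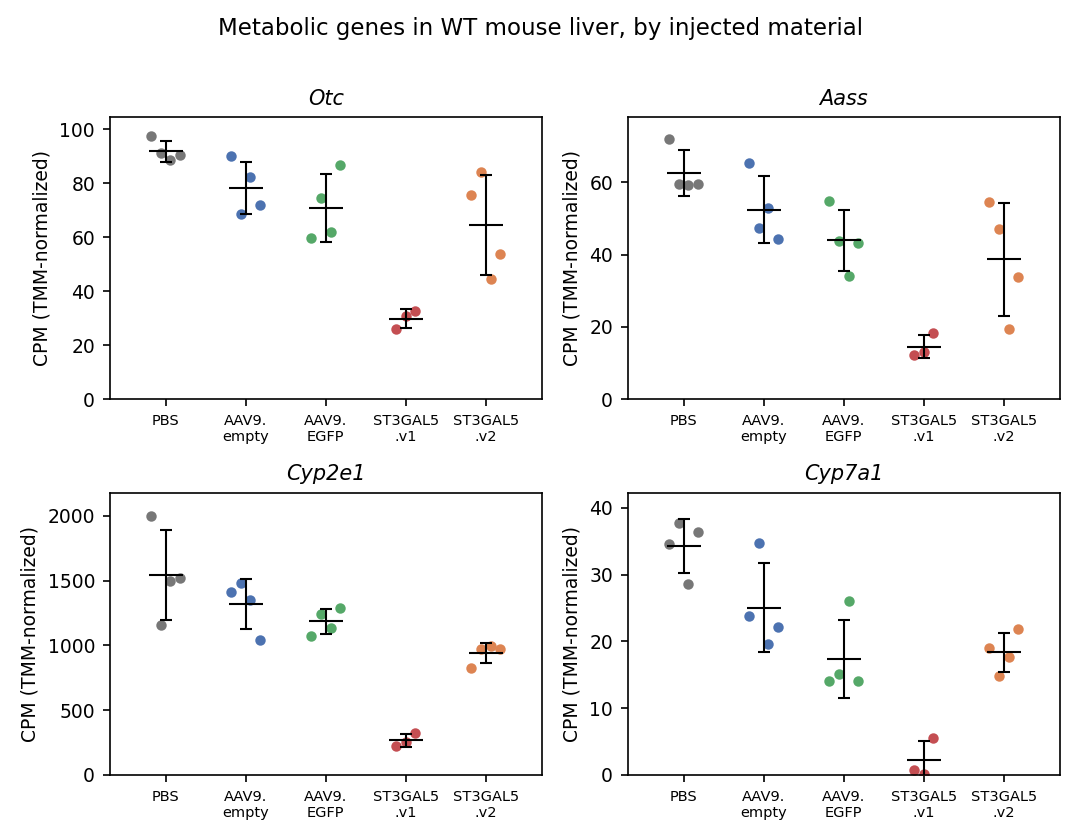
Levels of Otc, Aass, Cyp2e1 and Cyp7a1 in CPM normalized by TMM, by injected material. Each point is a liver and the black marks are means with SD (n = 4, and n = 3 for rAAV9-ST3GAL5.v1), and the 3 rAAV9-ST3GAL5.v1 livers lie below every PBS liver in the 4 panels.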

**Figure 5:**
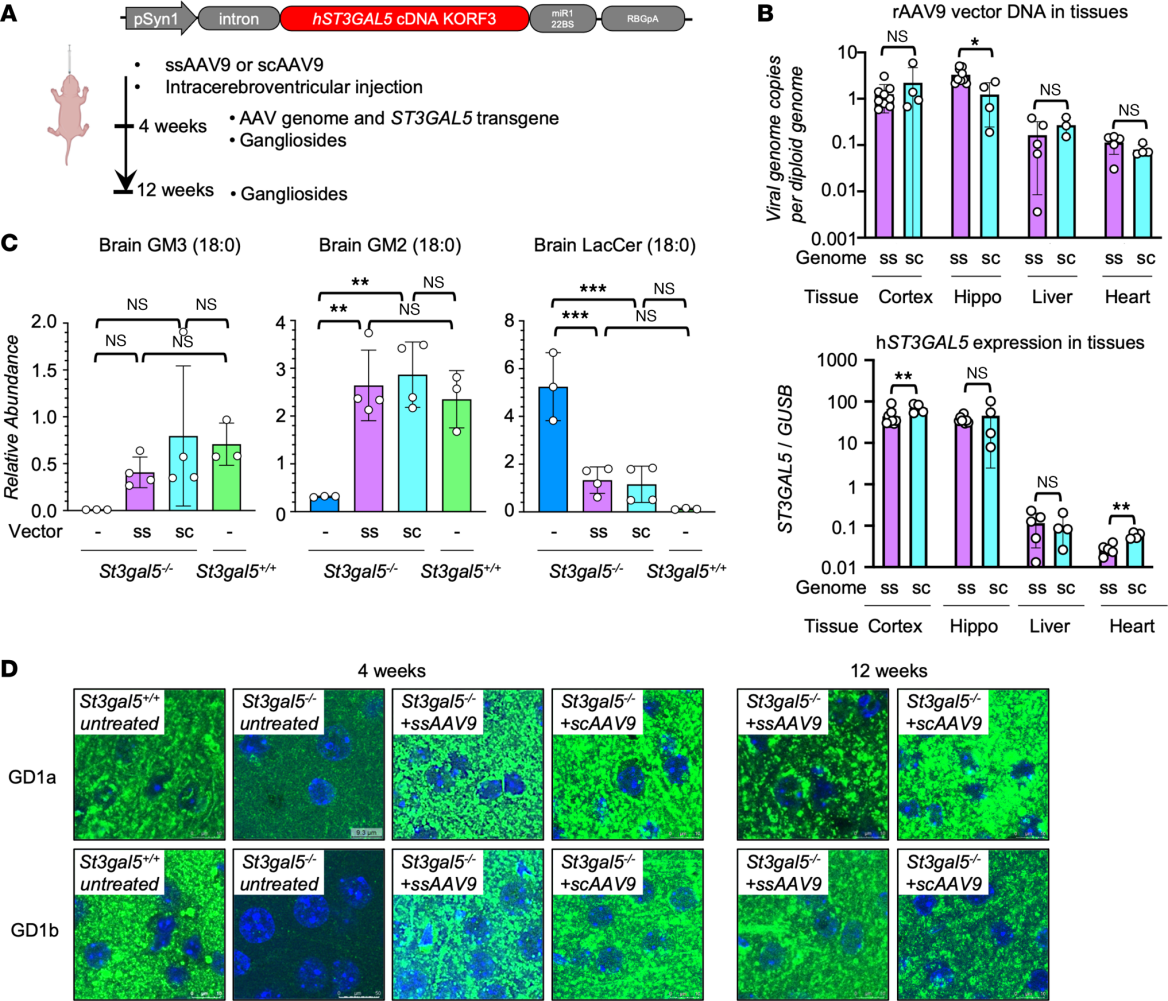
Second-generation of *ST3GAL5* replacement vector restores ganglioside production in *St3gal5^–/–^* mouse model. (**A**) Schematic of ICV delivery of neuron-specific human *ST3GAL5* KORF3 (ST3GAL5.v2) in the *St3gal5*^–/–^ mouse model. (**B**) ddPCR quantification of rAAV9 genome and human *ST3GAL5* cDNA in the cortex, hippocampus (Hippo), liver, and heart of ssAAV9.ST3GAL5.v2- or scAAV9.ST3GAL5.v2-treated *St3gal5*^–/–^ mice. Data are reported as the mean ± SD of 4–9 animals/group. Statistical analysis was performed by 2-tailed Student’s *t* test. (**C**) Mass spectrometry quantification of GM3 (18:0), GM2 (18:0), and LacCer (18:0) from the brain of *St3gal5^+/+^* and *St3gal5*^–/–^ mice, with ssAAV9.ST3GAL5.v2 or scAAV9.ST3GAL5.v2 or no treatment. Data are reported as mean ± SD of 3–4 animals/group. Statistical analysis was performed by 1-way ANOVA, followed by Sidak’s multiple comparisons test. (**D**) Representative images of major brain gangliosides in cortex of *St3gal5^+/+^* and *St3gal5*^–/–^ mice, with ssAAV9.ST3GAL5.v2 or scAAV9.ST3GAL5.v2 or no treatment. GD1a and GD1b are indicated by green; nuclei are counterstained in blue. Quantification is shown in Supplemental Figure 2. *P < 0.05, **P < 0.01, ***P < 0.001. sc, self-complementary; ss, single-stranded. Scale bar: 10 µm.

**Figure 6:**
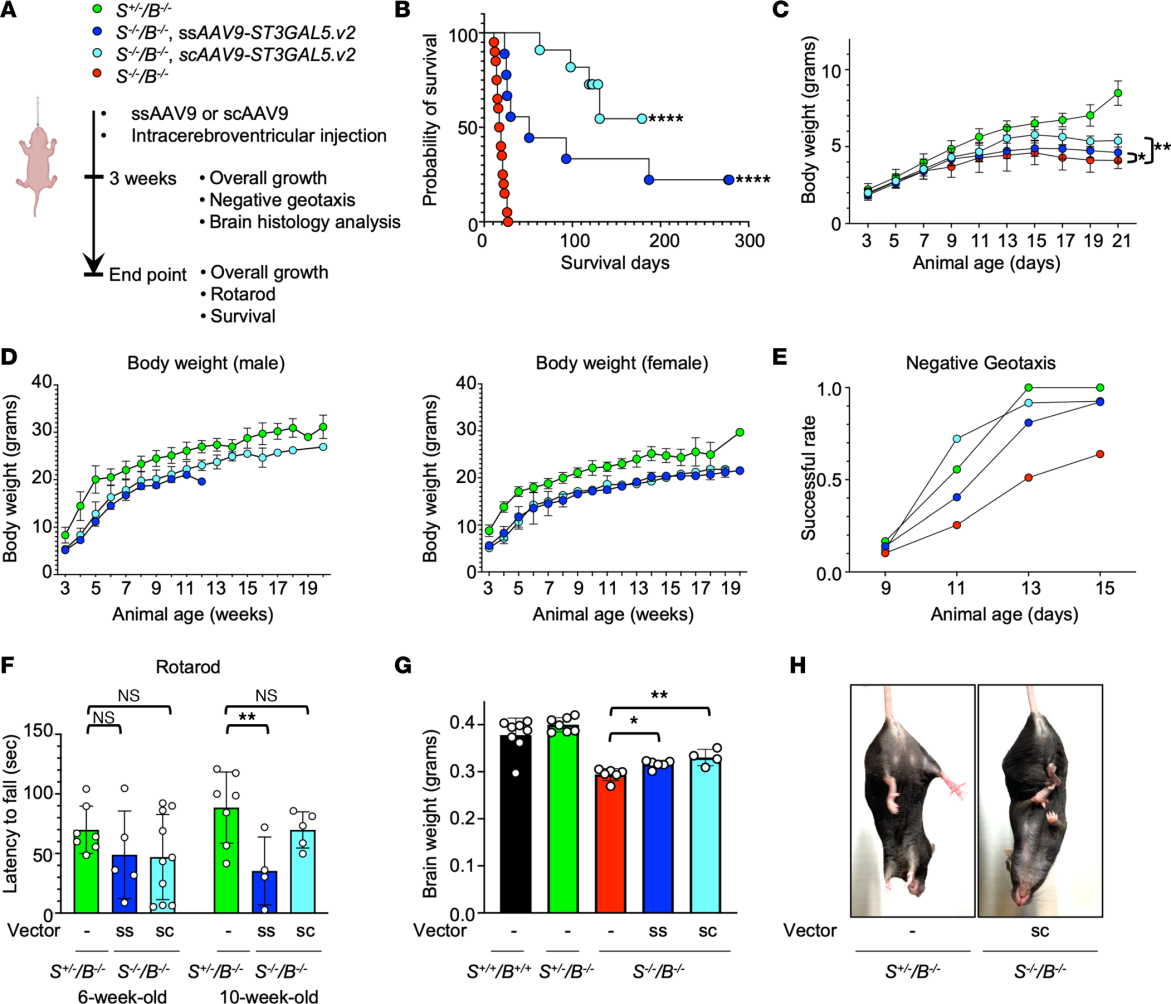
Second-generation of *ST3GAL5* replacement vector rescues phenotypical changes in *St3gal5^–/–^/B4galnt1^–/–^* mouse model. (**A**) Schematic of ICV delivery of rAAV-ST3GAL5.v2 in the *St3gal5*^–/–^*/B4galnt1*^–/–^ mouse model. (**B**) Median survival of *St3gal5*^–/–^*/B4galnt1*^–/–^ mice with ssAAV9.ST3GAL5.v2 or scAAV9.ST3GAL5.v2 or no treatments. Data from 7 to 20 animals are plotted as the probability of survival. Statistical analysis was performed by log-rank (Mantel-Cox) test. (**C**) A time-course BW of postnatal pups aged 3–21 days old. Data are reported as the mean ± SD of 10 animals. Statistical analysis was performed by 2-way ANOVA, followed by Sidak’s multiple comparisons test. (**D**) BW at postweaning stage. Data are reported as the mean ± SD of 5–8 animals. (**E**) Negative-geotaxis success rate of postnatal pups aged 9–15 days old. Data are normalized from 10 animals. (**F**) Quantification of rotarod assay for *St3gal5*^+/–^*/B4galnt1*^–/–^ mice and ssAAV9.ST3GAL5.v2 or scAAV9. T3GAL5.v2 treated *St3gal5*^–/–^*/B4galnt1*^–/–^ mice at 6 or 10 weeks old. Data are reported as the mean ± SD of 4–7 animals. Statistical analysis was performed by 1-way ANOVA, followed by Sidak’s multiple comparisons test. (**G**) Quantification of brain weight from WT mice or *St3gal5^+/–^/B4galnt1*^–/–^ mice or *St3gal5*^–/–^*/B4galnt1*^–/–^ mice with ssAAV9.ST3GAL5.v2 or scAAV9.ST3GAL5.v2 or no treatments at 3 weeks old. Data are reported as the mean ± SD of 4–8 animals. Statistical analysis was performed by 1-way ANOVA, followed by Sidak’s multiple comparisons test. (**H**) Representative images of mouse hindlimb clasping from in an *St3gal5*^–/–^*/B4galnt1*^–/–^ mouse with scAAV9.ST3GAL5.v2 treatment or an *St3gal5^+/–^/B4galnt1*^–/–^ mouse. *P < 0.05, **P < 0.01, ****P < 0.0001.

**Figure 7:**
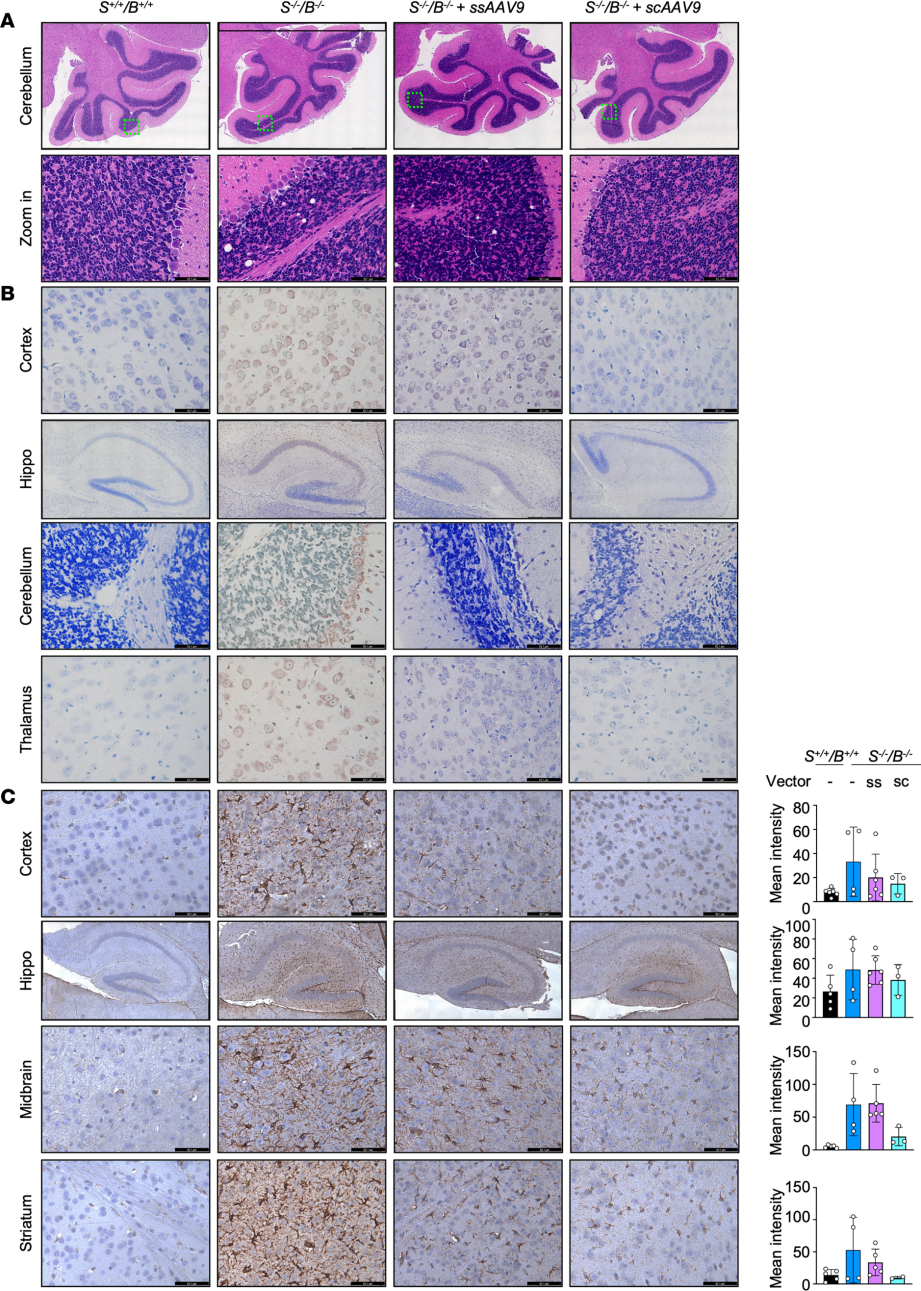
Second-generation of *ST3GAL5* replacement vector rescues brain histology in the *St3gal5^–/–^/B4galnt1^–/–^* mouse model. (**A**) Representative images of H&E staining of cerebellum sections from WT mice and *St3gal5*^–/–^*/B4galnt1*^–/–^ mice with ssAAV9.ST3GAL5.v2 or scAAV9. ST3GAL5.v2 or no treatments. Black rectangle, zoom-in area. (**B**) Representative images of TUNEL staining of brain sections (cortex, hippocampus [hippo], cerebellum) from WT and *St3gal5*^–/–^*/B4galnt1*^–/–^ mice with ssAAV9.ST3GAL5.v2 or scAAV9.ST3GAL5.v2 or no treatments. (**C**) Representative images and quantification of anti-GFAP immunostaining of brain sections (cortex, hippocampus, midbrain) from WT and *St3gal5*^–/–^*/B4galnt1*^–/–^ mice with ssAAV9.ST3GAL5.v2 or scAAV9.ST3GAL5.v2 or no treatments. Mean intensity was quantified by Fiji. Data are reported as the mean ± SD of 3–5 animals. Statistical analysis was performed by 1-way ANOVA, followed by Sidak’s multiple comparisons test. sc, self-complementary; ss, single-stranded. Scale bar: 62.1 µm.

**Figure 8:**
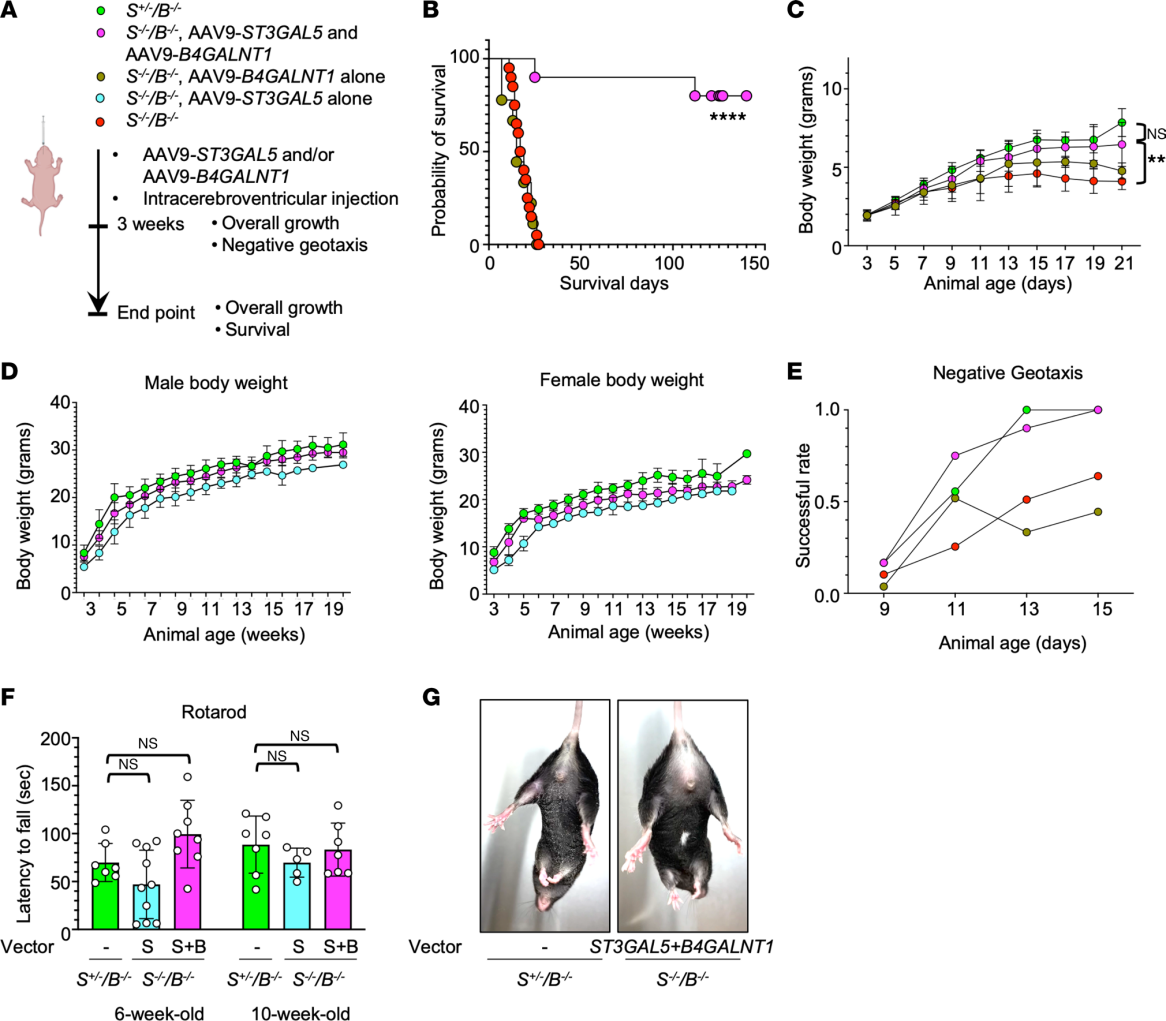
Codelivery of *ST3GAL5* and *B4GALNT1* vectors normalize the *St3gal5^–/–^/B4galnt1^–/–^* mouse model. (**A**) Schematic of ICV codelivery of AAV vectors expressing *ST3GAL5* and *B4GALNT1* cDNA, respectively, in the *St3gal5*^–/–^*/B4galnt1*^–/–^ mouse model. (**B**) Median survival of *St3gal5*^–/–^*/B4galnt1*^–/–^ mice with or without co-delivery of *ST3GAL5* and *B4GALNT1*. Data from 8 to 20 animals are plotted as probability of survival. Statistical analysis was performed by log-rank (Mantel-Cox) test. (**C**) A time-course BW of postnatal pups aged 3–21 days old. Data are reported as the mean ± SD of 10 animals. Statistical analysis was performed by 2-way ANOVA, followed by Sidak’s multiple comparisons test. (**D**) BW of male and female mice at the postweaning stage. Data are reported as the mean ± SD of 3–5 animals. (**E**) Negative-geotaxis success rate of postnatal pups aged 9–15 days old. Data are normalized from 7–9 animals. (**F**) Quantification of rotarod assay for *St3gal5^+/–^/B4galnt1*^–/–^ mice and scAAV9.ST3GAL5.v2 or dual vector–treated *St3gal5*^–/–^*/B4galnt1*^–/–^ mice at 6 and 10 weeks old. Data are reported as the mean ± SD of 5–8 animals. (**G**) Representative images of mouse hindlimb from the *St3gal5*^–/–^*/B4galnt1*^–/–^ mouse with dual-vector treatment or the *St3gal5^+/-^/B4galnt1*^–/–^ mouse. **P < 0.01, ****P < 0.0001.

**Figure 9:**
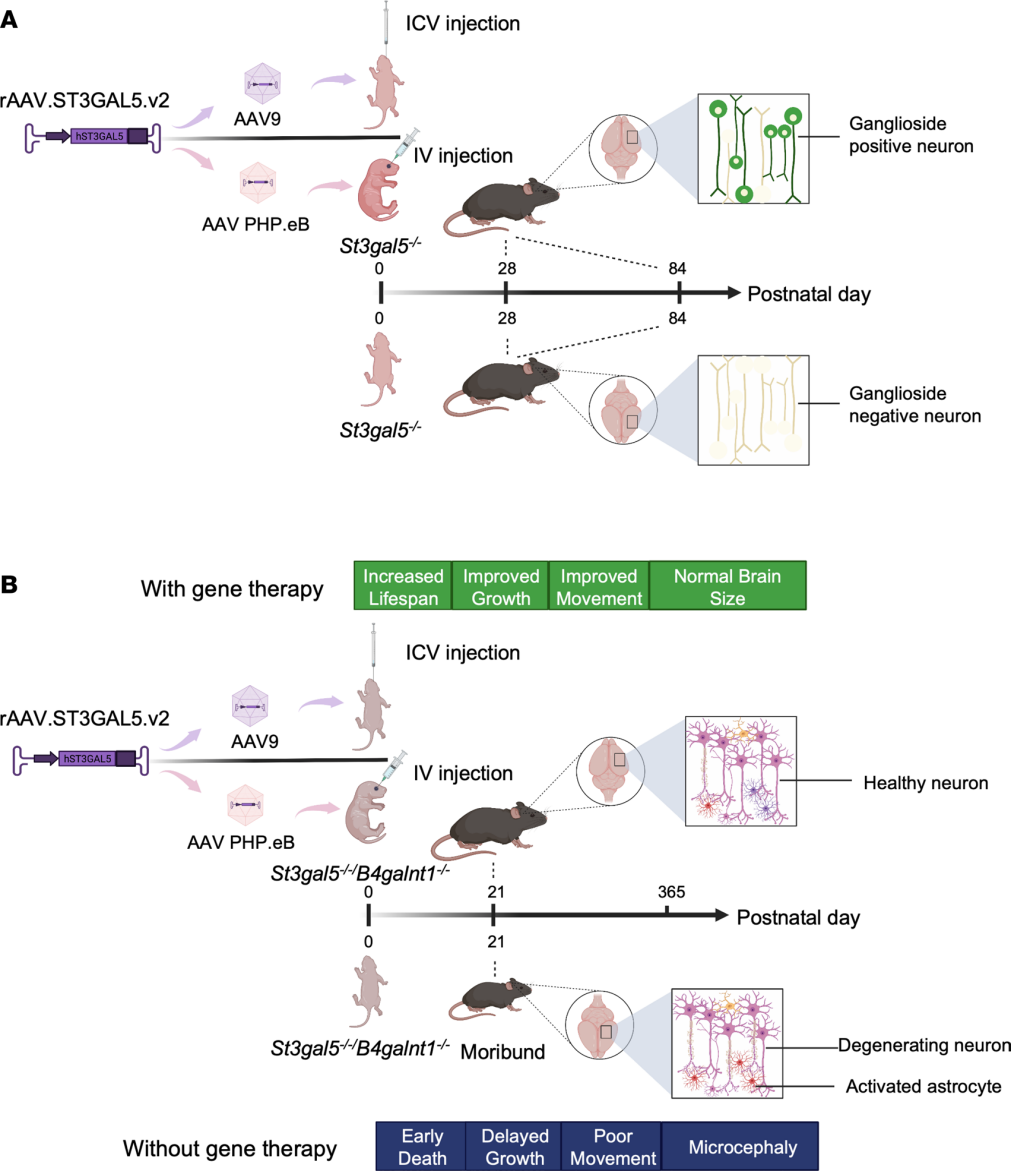
Summary of spatially regulated rAAV-mediated *ST3GAL5* delivery in GM3SD mouse models. (**A**) Schematic of ICV delivery of AAV9 vectors or i.v. delivery of PHP.eB vectors expressing *ST3GAL5* in an *St3gal5*^–/–^ mouse model. (**B**) Schematic of ICV delivery of AAV9 vectors or i.v. delivery of PHP.eB vectors expressing *ST3GAL5* in an *St3gal5*^–/–^*/B4galnt1*^–/–^ mouse model.

**Table 1:**
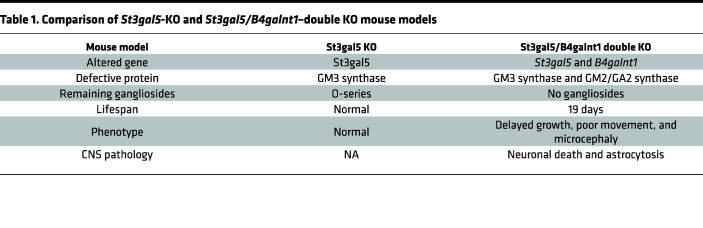
Comparison of *St3gal5*-KO and *St3gal5/B4galnt1*–double KO mouse models

How the deposited data were processed for this re-analysis (not part of the article)

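RNA was sequenced from the livers of 22 male WT C57BL/6 mice, 4 each given PBS, AAV9.empty, AAV9.EGFP or rAAV9-ST3GAL5.v2 and 3 each given rAAV9-ST3GAL5.v1 or a vector whose label adds E332K to that of rAAV9-ST3GAL5.v1 and which the paper does not report. The labels place the collection of the livers at 36 hours after an injection on postnatal day 1. The paper's methods describe capture of mRNA with poly-T beads and the labels oligo(dT) selection with a step of rRNA removal.

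The authors made the expected counts by trimming reads with Trimmomatic, aligning them with STAR and counting them per gene with RSEM, in the DolphinNext pipeline, against mm10 and a GENCODE annotation whose release the deposited notes do not give. The expected counts, as deposited, are RSEM's estimates of reads per gene and are not scaled for depth. The TPM values, which the authors also deposited, are RSEM's levels corrected for transcript length and scaled to the depth of the library. The paper names DEBrowser for the comparisons, and its text does not name the test.

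Each table holds 55291 genes, of which 27547 had no count in any library, and no column belongs to a sample outside the 22. Gene positions come from GENCODE vM21 on GRCm38, where 53292 of the names were found and 1999 were not. Expected counts were rounded to whole numbers. The libraries held 17164502 to 24305788 expected counts, with 18.0% to 24.2% of them in the 10 most abundant genes.

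The 9 comparisons of 2 groups were each fitted in R 4.3.3 with edgeR 4.0.16, using TMM factors, the filter of filterByExpr and the quasi-likelihood F-test, with Benjamini-Hochberg adjustment over the genes tested. Genes were counted as changed at an adjusted p of at most 0.05 and a fold change of at least 2. Gene lists were tested with camera of limma 3.58.1, with its preset correlation of 0.01 between genes and again with a correlation estimated from the data, and adjusted over the 26 lists of a comparison. With the estimated correlation, the p53 targets passed for rAAV9-ST3GAL5.v1, AAV9.EGFP, rAAV9-ST3GAL5.v2 and the E332K vector against AAV9.empty and for rAAV9-ST3GAL5.v1 against PBS, and no other list passed in any of the 9 comparisons. The list tests belonged to the plan in 6 of the comparisons and were added in the other 3, rAAV9-ST3GAL5.v1 against AAV9.EGFP, rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2 and AAV9.empty against PBS. A fold change against a group with no count was computed against 3 counts over that group and is given as a lower bound.

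The genes named in the text were chosen by a fixed rule: the 8 genes that the paper names for the liver in every comparison; the 8 genes with the largest fold change in each direction for rAAV9-ST3GAL5.v1 against AAV9.empty, the E332K vector against AAV9.empty and rAAV9-ST3GAL5.v1 against the E332K vector; the 5 such genes in the other comparisons; up to 4 members of a gene list with the smallest adjusted p; and any other member of a list beside its count. The largest genes had to pass both thresholds, have groups of livers that do not overlap and reach a mean of 1 CPM in the higher group. Gm47283, Erdr1 and Mid1 were named after their values had been seen.

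The alternatives were DESeq2 1.42.0, median-of-ratios size factors, no filter on low counts, a mean count of at least 10, all 6 groups in one fit, the replicate number as a block, a robust dispersion, limma on log2(TPM + 1) and on log2(TPM + 0.1) for genes with a mean TPM of at least 1 or with no filter, no minimum fold change, a score of erythroid genes as a covariate and the leaving out of each library in turn. Shrunken fold changes (apeglm 1.24.0, ashr 2.2.63 and DESeq2's normal prior), the presence of Gm47283 as a covariate, the comparison of libraries alike in Gm47283 and the leaving out of 1 doubted library per group were added after the data had been seen. The median log2 fold change of all genes moved by less than 0.1 with DESeq2 or its size factors. With limma on log2(TPM + 0.1), which has no further scaling, it moved by 0.0890 for rAAV9-ST3GAL5.v1 against AAV9.empty, −0.0367 for AAV9.EGFP against AAV9.empty, −0.123 for rAAV9-ST3GAL5.v2 against AAV9.empty, 0.137 for rAAV9-ST3GAL5.v1 against PBS, 0.136 for rAAV9-ST3GAL5.v1 against AAV9.EGFP, 0.191 for rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2, −0.125 for the E332K vector against AAV9.empty, 0.206 for rAAV9-ST3GAL5.v1 against the E332K vector and 0.0475 for AAV9.empty against PBS. Directions in TPM are to be read against these shifts.

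The test was run on simulated counts with 100 genes changed 2-fold and 100 changed 4-fold. For rAAV9-ST3GAL5.v1 against AAV9.empty, over 14689 genes, it called 83% of the first and 98% of the second, and 10 genes that had not been changed. For rAAV9-ST3GAL5.v2 against AAV9.empty, over 14440 genes, the shares were 83% and 98%, with 15 genes that had not been changed. The transcripts of the vectors were not analysed here.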

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

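The tests of the p53, endoplasmic reticulum (ER) and Gm47283 patterns were chosen only after the results had been seen, whereas the counts of splits of the livers for changed genes were planned.

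The livers given AAV9.EGFP differed from those given AAV9.empty although neither vector carries ST3GAL5. In this comparison, which the paper shows only as a volcano plot, 14 p53 target genes were higher. The median log2 fold change of the list was 1.32 for rAAV9-ST3GAL5.v1, 0.81 for the E332K vector, 0.68 for rAAV9-ST3GAL5.v2 and 0.55 for AAV9.EGFP, each against AAV9.empty, and −0.00577 for AAV9.empty against PBS. A difference in litter or strain that goes with Gm47283 is argued against by the medians with Gm47283 as a covariate, 0.587 for AAV9.EGFP and 0.653 for rAAV9-ST3GAL5.v2. A change in cell types is argued against by the cell type lists, the largest median of which, that of neutrophils, was 0.242 for AAV9.EGFP against AAV9.empty. The values are consistent with a response to the vector genome rather than the capsid, a hypothesis tested on the data that raised it, and other differences between the vector preparations were not tested.

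Livers given the E332K vector differed from those given AAV9.empty in 455 genes, 271 higher and 184 lower of 14759. No other split of the livers gave more than 1 gene. The real split was 1 of 35, the smallest share possible, which alone does not exclude chance. Of 31 ER chaperone genes, 28 were higher, and between rAAV9-ST3GAL5.v1 and the E332K vector the median log2 fold change of the list was −1.31, 23 of 31 members being lower with rAAV9-ST3GAL5.v1; Ddit3 had a log2 fold change of −2.15 (SE 0.321, edgeR adjusted p = 0.00591). With an estimated correlation the list did not pass (camera adjusted p = 0.187 against AAV9.empty and 0.398 for rAAV9-ST3GAL5.v1 against the E332K vector). All livers given rAAV9-ST3GAL5.v1 lacked Gm47283 and all given the E332K vector had it, and a difference of litter or strain that it marks is argued against by the median difference of the list between the 2 kinds of liver in 12 livers of other groups, −0.0594. A loss in the livers given rAAV9-ST3GAL5.v1 is argued against by the median of 1.32 for the E332K vector against AAV9.empty, and the difference in construct that the label names and a difference between vector preparations stay open.

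Gm47283 and Erdr1 had no count in 9 libraries and at least 10.1 and 1.93 CPM in the others. Depth is argued against, since a library without Gm47283 would have had at least 174 counts at the lowest level of the others, and so is the treatment, since 3 groups held libraries of both kinds. Within those groups, over 12 livers of which 6 lacked Gm47283, 1 other gene of 15214 differed, Mid1, at a log2 fold change of −1.52 (SE 0.161, edgeR adjusted p = 0.000918), lower where Gm47283 was absent. These values leave a difference of litter or substrain open, and the labels name neither. For rAAV9-ST3GAL5.v1 against PBS and against the E332K vector, where the 2 groups differ in Gm47283 throughout, a difference between the 2 kinds of liver of 1 other gene argues against it as the cause of the 1340 and 1023 changed genes, and a difference of litter that Gm47283 does not mark was not tested.

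Between AAV9.empty and PBS, which the paper does not compare, 4 genes of 14476 changed. Jun and the class I genes H2-Q6 and H2-Q7 had log2 fold changes of 1.23, 1.06 and 1.01, and Inmt one of −1.15. With 1 library left out, the threshold was missed by Jun without PBS replicate 2, 3 or 4 or AAV9.empty replicate 3 or 4 (adjusted p from 0.0635 to 0.129), H2-Q6 without PBS replicate 4 (adjusted p = 0.0637) and Inmt without PBS replicate 4 (adjusted p = 0.0637). Chance could not be excluded, since 2 of 35 splits gave as many and the highest of the others gave 4. Without PBS replicate 4 edgeR called 0 genes, while 1845 had an unadjusted p under 0.05 with all livers and DESeq2 called 9. The count was 17 without PBS replicate 1, 9 without AAV9.empty replicate 1, 8 without AAV9.empty replicate 2 and 7 without AAV9.empty replicate 3. It was 3 without AAV9.empty replicate 4, all lower. H2-Q6 and H2-Q7 were thus not counted as changed without AAV9.empty replicate 4 or without PBS replicate 4. Among the other filters, models and units, the threshold was missed for Jun in 5 of 10 (adjusted p from 1.38e-05 to 0.366), Inmt in 4 of 10 (adjusted p from 2.17e-06 to 0.242), H2-Q6 in 3 of 10 (adjusted p from 1.29e-06 to 0.207) and H2-Q7 in 1 of 10 (adjusted p from 3.31e-10 to 0.127).

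The level of Gusb stood apart in 1 liver of AAV9.EGFP (replicate 3, 49.3 CPM) and 1 of PBS (replicate 1, 55.1 CPM), with gaps of 0.855 and 0.966 of the group's range, past the critical value of Dixon's test for 4 values. These were 2 of 36 groups of 4 livers tested over the 8 genes that the paper names and the totals, and chance gives about 1 in 20.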

How the results depend on the processing

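The shrunken fold changes, the covariate of Gm47283, the comparison within livers alike in Gm47283, the leaving out of doubted libraries and the leaving out of libraries from the shared responses were chosen only after the data had been seen. Of the single genes named, each under each alternative, 4315 results kept their direction and side of the threshold, 198 no longer passed and 17 newly passed, and of the gene lists 1116 kept them, 111 no longer passed, 45 newly passed and 2 changed direction.

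The counts below are in the order rAAV9-ST3GAL5.v1 against AAV9.empty, AAV9.EGFP against AAV9.empty, rAAV9-ST3GAL5.v2 against AAV9.empty, rAAV9-ST3GAL5.v1 against PBS, rAAV9-ST3GAL5.v1 against AAV9.EGFP, rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2, the E332K vector against AAV9.empty, rAAV9-ST3GAL5.v1 against the E332K vector and AAV9.empty against PBS, where edgeR called 1190, 24, 86, 1340, 1134, 1052, 455, 1023 and 4 genes. With limma on log2(TPM + 1) the counts were 634, 13, 51, 776, 565, 619, 200, 604 and 1, and with no filter on TPM 571, 13, 40, 715, 504, 534, 174, 384 and 1, where the added constant shrinks the fold changes of low genes by construction. With a constant of 0.1 the count was 297 for the E332K vector against AAV9.empty and 2 for AAV9.empty against PBS, and the genes split into 509 higher and 348 lower for rAAV9-ST3GAL5.v1 against AAV9.empty, 43 higher and 28 lower for rAAV9-ST3GAL5.v2 against AAV9.empty, 631 higher and 398 lower for rAAV9-ST3GAL5.v1 against PBS, 471 higher and 302 lower for rAAV9-ST3GAL5.v1 against AAV9.EGFP, 689 higher and 218 lower for rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2, 144 higher and 153 lower for the E332K vector against AAV9.empty and 646 higher and 214 lower for rAAV9-ST3GAL5.v1 against the E332K vector, against 627 higher and 563 lower, 67 higher and 19 lower, 714 higher and 626 lower, 554 higher and 580 lower, 616 higher and 436 lower, 271 higher and 184 lower and 571 higher and 452 lower in the main fit. With log2(TPM + 1) the genes split into 344 higher and 221 lower for rAAV9-ST3GAL5.v1 against AAV9.EGFP, 468 higher and 151 lower for rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2 and 442 higher and 162 lower for rAAV9-ST3GAL5.v1 against the E332K vector, and with no filter into 325 higher and 179 lower, 426 higher and 108 lower and 294 higher and 90 lower. In TPM the median of all genes also moved, by 0.0890 to 0.206 for rAAV9-ST3GAL5.v1 in its 5 comparisons and by −0.123 and −0.125 for rAAV9-ST3GAL5.v2 and the E332K vector against AAV9.empty. With no minimum fold change, which admits smaller changes, the counts were 4183, 64, 783, 3744, 4133, 3486, 2216, 2887 and 45. For AAV9.empty against PBS, DESeq2 gave 9 and no filter on low counts 92, and the cause was not tested. Under median-of-ratios size factors, a mean count of at least 10, all 6 groups in one fit, a robust dispersion and, for rAAV9-ST3GAL5.v1 against AAV9.empty, rAAV9-ST3GAL5.v2 against AAV9.empty and the E332K vector against AAV9.empty, the erythroid covariate, every total stayed within 1.5 times. Taken alone, the 19 lower genes for rAAV9-ST3GAL5.v2 against AAV9.empty became 30 with all 6 groups in one fit and 39 with the erythroid covariate, and 34 with no filter on low counts, and the lower genes for AAV9.EGFP against AAV9.empty and AAV9.empty against PBS, 1 in each, also moved by more than 1.5 times.

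With the shrinkage of DESeq2's normal prior the counts were 783 for rAAV9-ST3GAL5.v1, 5 for AAV9.EGFP and 19 for rAAV9-ST3GAL5.v2 against AAV9.empty, and with ashr 44 for rAAV9-ST3GAL5.v2, where shrinkage lowers fold changes by construction. With Gm47283 as a covariate 381 genes were called for rAAV9-ST3GAL5.v1 against AAV9.empty, 356 of them shared with the 1190 (the cause was not tested), and among livers without Gm47283 469 for rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2, from fewer livers (433 shared with the 1052), and 1019 for rAAV9-ST3GAL5.v1 against AAV9.EGFP (945 shared with the 1134). For the E332K vector against AAV9.empty, livers with Gm47283 alone gave 412 (375 shared with the 455). Without the doubted libraries (rAAV9-ST3GAL5.v1 replicate 2, AAV9.empty replicate 4, AAV9.EGFP replicate 3 and rAAV9-ST3GAL5.v2 replicate 3) the counts were 992 for rAAV9-ST3GAL5.v1 against AAV9.empty, 31 for AAV9.EGFP against AAV9.empty and 87 for rAAV9-ST3GAL5.v2 against AAV9.empty, sharing 855, 22 and 54 genes with those of all libraries.

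Leaving out each library in turn gave 931 to 1490 for rAAV9-ST3GAL5.v1 against AAV9.empty, 22 to 28 for AAV9.EGFP against AAV9.empty, 54 to 97 for rAAV9-ST3GAL5.v2 against AAV9.empty, 1085 to 1632 for rAAV9-ST3GAL5.v1 against PBS, 875 to 1435 for rAAV9-ST3GAL5.v1 against AAV9.EGFP, 717 to 1358 for rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2, 327 to 460 for the E332K vector against AAV9.empty, 447 to 1430 for rAAV9-ST3GAL5.v1 against the E332K vector and 0 to 17 for AAV9.empty against PBS. The count moved by over 1.5 times for rAAV9-ST3GAL5.v2 against AAV9.empty without AAV9.empty replicate 2 (54), for rAAV9-ST3GAL5.v1 against the E332K vector without the E332K vector replicate 3 (447) or rAAV9-ST3GAL5.v1 replicate 1 (596), and for AAV9.empty against PBS without PBS replicate 1 (17) or 4 (0) or AAV9.empty replicate 1 (9), 2 (8) or 3 (7). Taken by direction, 540 higher and 245 lower were left for rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2 and 527 higher and 378 lower for rAAV9-ST3GAL5.v1 against AAV9.EGFP without rAAV9-ST3GAL5.v1 replicate 1, and 210 higher and 117 lower for the E332K vector against AAV9.empty without the E332K vector replicate 3. For rAAV9-ST3GAL5.v1 against the E332K vector they were 366 higher and 363 lower without the E332K vector replicate 1, 264 higher and 183 lower without its replicate 3 and 382 higher and 214 lower without rAAV9-ST3GAL5.v1 replicate 1. The lower genes for rAAV9-ST3GAL5.v2 against AAV9.empty numbered 10, 9 and 12 without AAV9.empty replicate 1, 2 and 3 and 11 without rAAV9-ST3GAL5.v2 replicate 1. Gene lists called numbered 19 to 22 for rAAV9-ST3GAL5.v1 against AAV9.empty, 7 to 11 for AAV9.EGFP against AAV9.empty, 8 to 13 for rAAV9-ST3GAL5.v2 against AAV9.empty, 17 to 19 for rAAV9-ST3GAL5.v1 against PBS, 10 to 13 for the E332K vector against AAV9.empty and 14 to 17 for rAAV9-ST3GAL5.v1 against the E332K vector. Without rAAV9-ST3GAL5.v1 replicate 2 the interferon-stimulated list changed direction for rAAV9-ST3GAL5.v1 against AAV9.empty (camera adjusted p = 0.0652, the lowest on leaving out another library being 4.64e-05) and for rAAV9-ST3GAL5.v1 against PBS (camera adjusted p = 0.859, the lowest on leaving out another library being 1.78e-06). With an estimated correlation the number of lists called was 1 for rAAV9-ST3GAL5.v1 against AAV9.empty, 1 for AAV9.EGFP against AAV9.empty, 1 for rAAV9-ST3GAL5.v2 against AAV9.empty, 1 for rAAV9-ST3GAL5.v1 against PBS, 1 for the E332K vector against AAV9.empty and 0 for rAAV9-ST3GAL5.v1 against the E332K vector.

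The shift of genes with miR-122 sites for rAAV9-ST3GAL5.v2 against AAV9.empty ranged from −0.0206 to 0.0257 and was no longer above 95% of the shuffled sites without rAAV9-ST3GAL5.v2 replicate 3 (−0.0196). The correlation of fold changes across genes ranged from 0.205 to 0.318 for rAAV9-ST3GAL5.v1 and the E332K vector (0.318 without rAAV9-ST3GAL5.v1 replicate 2, 0.205 and 0.207 without the E332K vector replicate 1 and 2) and was 0.350 with the controls exchanged. For rAAV9-ST3GAL5.v2 and AAV9.EGFP it ranged from 0.133 to 0.245 (0.146, 0.172 and 0.245 without AAV9.empty replicate 1, 2 and 3 and 0.133 without rAAV9-ST3GAL5.v2 replicate 3) and was 0.411 with the controls exchanged.

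The replicate numbers do not pair the livers, since in every comparison some livers of 1 number had a correlation of at most 0.1. With the replicate block the count was 635 (396 higher and 239 lower) for rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2 and 10 for AAV9.empty against PBS, and within 1.5 times in the other comparisons, where it was 1104 for rAAV9-ST3GAL5.v1 against AAV9.empty, 24 for AAV9.EGFP against AAV9.empty and 86 for rAAV9-ST3GAL5.v2 against AAV9.empty. At this depth a gene such as Ccl3 in livers without rAAV9-ST3GAL5.v1 rested on few counts and was not tested for AAV9.EGFP or rAAV9-ST3GAL5.v2 against AAV9.empty.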

Differences from the paper's values

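The shrinkage of DESeq2's normal prior was chosen only after the paper's values had been seen. For AAV9.EGFP against AAV9.empty, the paper's value is about 0 genes past the lines of its volcano plot in Fig. 4D, read by eye, and edgeR called 24 genes at the same thresholds. At these thresholds none of the alternatives set before the data were examined gave 0, the counts ranging from 13 to 35, and the added shrinkage gave 5.

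For rAAV9-ST3GAL5.v2 against AAV9.empty, the paper's values are about 10 higher and about 1 lower genes in Fig. 4D, read by eye, and edgeR called 67 higher and 19 lower. At the same thresholds the alternatives set before the data were examined gave 32 to 84 higher and 8 to 39 lower genes, all of which differ. DESeq2's normal shrinkage, chosen after seeing the values, gave 18 higher genes, which differs too, and 1 lower gene, which matches the plot. The plot names no genes for this comparison, so how many of the paper's genes that setting drops is not known. The log2 fold changes of Ccl2, Ccl3, Il1b and Ddit3 read from Fig. 4D for rAAV9-ST3GAL5.v1 against AAV9.empty lay within 1 SE of the values found here.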

Other observations

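The counts of splits for gene lists were tests chosen only after the results had been seen, and those for changed genes and the test of miR-122 sites were planned. For changed genes, 1 split of 35, the real one, gave as many for rAAV9-ST3GAL5.v1 against AAV9.empty (1190, highest other 1), AAV9.EGFP against AAV9.empty (24, highest other 4), rAAV9-ST3GAL5.v2 against AAV9.empty (86, highest other 1), rAAV9-ST3GAL5.v1 against PBS (1340, highest other 1), rAAV9-ST3GAL5.v1 against AAV9.EGFP (1134, highest other 0) and rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2 (1052, highest other 0). No smaller share is possible with 35 splits, and it was not adjusted over the comparisons. Every other split also mixes livers of both groups, which widens the spread within its groups. The real split thus gave the most genes, but these counts alone do not exclude chance. For rAAV9-ST3GAL5.v1 against the E332K vector the splits number 10 and are too few, the real count being 1023 and the highest other 0.

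For the number of gene lists called, chance could not be excluded for rAAV9-ST3GAL5.v1 against AAV9.empty (2 of 35 splits, the real count being 20 and the highest other 20), AAV9.EGFP against AAV9.empty (22 of 35 splits, the real count being 9 and the highest other 15), rAAV9-ST3GAL5.v2 against AAV9.empty (19 of 35 splits, the real count being 10 and the highest other 16), rAAV9-ST3GAL5.v1 against PBS (7 of 35 splits, the real count being 18 and the highest other 20) and the E332K vector against AAV9.empty (12 of 35 splits, the real count being 11 and the highest other 15), and for rAAV9-ST3GAL5.v1 against the E332K vector the splits are too few (2 of 10 splits, the real count being 15 and the highest other 17). For each list that camera called singly, its p was compared with that in the other splits. For rAAV9-ST3GAL5.v1 against AAV9.empty it was as small, of 35 splits, in 1 for the p53 targets, cell death, the integrated stress response, the cytokines, amino acid breakdown, fatty acid oxidation, the cytochromes, the immediate-early genes and neutrophils, 3 for the respiratory chain, hepatocyte proteins and the NRF2 genes, 4 for the reported miR-122 targets and 6 for the acute phase and T and NK cells. Among the other lists called it was as small in 11 for endothelial cells, 15 for cholesterol synthesis and stellate cells, 16 for erythroid cells and 32 for the interferon-stimulated genes. For AAV9.EGFP against AAV9.empty the number of splits was 1 for the p53 targets, 3 for the NRF2 genes, 4 for the cell cycle, 5 for the immediate-early genes and 6 for neutrophils. It was 7 for the respiratory chain, 11 for stellate cells, 16 for the interferon-stimulated genes and 21 for amino acid breakdown in the remaining lists. For rAAV9-ST3GAL5.v2 against AAV9.empty the number of splits was 1 for the p53 targets, 2 for cholesterol synthesis, 3 for the heat shock genes, 4 for Kupffer cells and monocytes and endothelial cells and 6 for the ER chaperones. It was 11 for the respiratory chain, 17 for erythroid cells, 19 for the interferon-stimulated genes and 25 for amino acid breakdown in the remaining lists. For rAAV9-ST3GAL5.v1 against PBS the number of splits was 1 for the p53 targets, cell death, the integrated stress response, the cytokines, amino acid breakdown, the cytochromes, hepatocyte proteins, the immediate-early genes and T and NK cells, 2 for the NRF2 genes, the reported miR-122 targets and neutrophils, 3 for fatty acid oxidation and 4 for stellate cells. It was 6 for the acute phase, 15 for the respiratory chain, 17 for the ER chaperones and 32 for the interferon-stimulated genes in the remaining lists. For rAAV9-ST3GAL5.v1 against AAV9.EGFP the number of splits was 1 for the p53 targets, the cytokines, the cytochromes, the respiratory chain and the immediate-early genes, 2 for amino acid breakdown and fatty acid oxidation, 3 for hepatocyte proteins, 4 for cell death and the reported miR-122 targets, 5 for the integrated stress response and T and NK cells and 7 for the acute phase. It was 9 for neutrophils, 15 for endothelial cells, 17 for erythroid cells, 19 for the cell cycle and 31 for the interferon-stimulated genes in the remaining lists. For rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2 the number of splits was 1 for the integrated stress response, the cytochromes and the immediate-early genes, 2 for the cytokines and neutrophils, 3 for cell death and amino acid breakdown, 4 for the acute phase and the reported miR-122 targets, 5 for fatty acid oxidation and 6 for the respiratory chain, hepatocyte proteins and T and NK cells. It was 7 for the p53 targets, 10 for cholesterol synthesis and the heat shock genes, 13 for the NRF2 genes, 16 for the ER chaperones and 29 for the interferon-stimulated genes in the remaining lists. For the E332K vector against AAV9.empty the number of splits was 1 for the p53 targets, the ER chaperones, the interferon-stimulated genes and the acute phase, 2 for the integrated stress response and the NRF2 genes and 10 for amino acid breakdown. It was 11 for the cell cycle, 13 for neutrophils and 18 for cholesterol synthesis and erythroid cells in the remaining lists. For AAV9.empty against PBS the number of splits was 2 for the NRF2 genes, 3 for the ER chaperones, 5 for the cytochromes and 6 for erythroid cells and stellate cells. It was 10 for amino acid breakdown and fatty acid oxidation, 12 for endothelial cells, 15 for the immediate-early genes and 19 for the interferon-stimulated genes in the remaining lists.

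Camera also called the lists below, given with the median log2 fold change, camera's adjusted p and the adjusted p with an estimated correlation. For rAAV9-ST3GAL5.v1 against AAV9.empty they were fatty acid oxidation (−0.55; 4.97e-10; 0.233), the cytochromes (−0.87; 1.69e-13; 0.233), the respiratory chain (−0.26; 1.01e-07; 0.254), hepatocyte proteins (−0.48; 1.84e-11; 0.233) and cholesterol synthesis (−0.05; 0.0255; 0.566). For rAAV9-ST3GAL5.v1 against PBS they were the integrated stress response (0.26; 8.92e-05; 0.185), the cytokines (3.60; 1.37e-08; 0.275) and the interferon-stimulated genes (1.18; 0.00204; 0.715). To these add the acute phase (0.80; 2.35e-06; 0.449), the immediate-early genes (2.62; 9.66e-19; 0.132) and the reported miR-122 targets (0.20; 0.00417; 0.146). For rAAV9-ST3GAL5.v1 against AAV9.EGFP they were the interferon-stimulated genes (1.35; 0.00188; 0.646), the acute phase (0.84; 3.67e-07; 0.430), fatty acid oxidation (−0.55; 3.30e-09; 0.250), the cytochromes (−0.82; 4.67e-13; 0.250) and the respiratory chain (−0.32; 1.12e-10; 0.250). To these add hepatocyte proteins (−0.51; 6.23e-11; 0.250), the immediate-early genes (1.74; 1.21e-12; 0.250), the cell cycle (0.14; 0.0424; 0.656) and the reported miR-122 targets (0.23; 0.00168; 0.250). For rAAV9-ST3GAL5.v1 against rAAV9-ST3GAL5.v2 they were the integrated stress response (0.21; 0.000178; 0.286), the interferon-stimulated genes (1.43; 0.000467; 0.581), fatty acid oxidation (−0.53; 1.27e-07; 0.286) and the cytochromes (−0.66; 2.79e-13; 0.286). To these add the respiratory chain (−0.41; 3.06e-11; 0.286), the NRF2 genes (0.10; 0.0275; 0.391), the heat shock genes (0.23; 0.0346; 0.286) and the reported miR-122 targets (0.20; 0.00787; 0.286). For the E332K vector against AAV9.empty they were the acute phase (0.11; 0.00689; 0.769), amino acid breakdown (−0.28; 2.88e-07; 0.769), cholesterol synthesis (−0.32; 0.00675; 0.769) and the NRF2 genes (0.22; 0.00424; 0.226). To these add the cell cycle (−0.17; 0.00594; 0.769), erythroid cells (0.29; 0.00623; 0.769) and neutrophils (0.30; 0.0284; 0.769). For rAAV9-ST3GAL5.v1 against the E332K vector they were cell death (0.49; 3.42e-05; 0.398), the ER chaperones (−1.31; 3.20e-17; 0.398), the cytokines (3.73; 2.12e-08; 0.407), the interferon-stimulated genes (1.99; 4.45e-07; 0.567), the acute phase (0.47; 0.000208; 0.588), amino acid breakdown (−0.73; 9.42e-15; 0.398), fatty acid oxidation (−0.64; 5.36e-09; 0.398) and the cytochromes (−0.68; 4.94e-11; 0.398). To these add the respiratory chain (−0.33; 4.45e-07; 0.472), hepatocyte proteins (−0.46; 1.85e-07; 0.398), the immediate-early genes (2.31; 3.20e-17; 0.398), the reported miR-122 targets (0.16; 0.0196; 0.398), neutrophils (0.33; 0.000124; 0.407), stellate cells (0.67; 0.000628; 0.398) and cholangiocytes (1.07; 0.0236; 0.398). For AAV9.empty against PBS they were the interferon-stimulated genes (0.09; 0.0112; 0.823), amino acid breakdown (−0.15; 8.29e-09; 0.802), fatty acid oxidation (−0.08; 0.000244; 0.802), the cytochromes (−0.14; 1.55e-08; 0.607) and the NRF2 genes (0.19; 0.00961; 0.607). To these add the immediate-early genes (0.36; 0.0112; 0.802), erythroid cells (−0.30; 2.54e-09; 0.607), endothelial cells (0.10; 0.0409; 0.807) and stellate cells (0.19; 0.000116; 0.607).

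The binding sites for miR-122 in rAAV9-ST3GAL5.v2 could take up miR-122 and raise its targets, and a fixed test compared the 457 genes with an 8-base site in the 3′ UTR with the 9068 genes without the seed. The difference of their median log2 fold changes for rAAV9-ST3GAL5.v2 against AAV9.empty was −0.00180, near 0 but above 99% of 200 shuffled sites, whose median was −0.0358. The same difference was −0.00826 for AAV9.EGFP against AAV9.empty and 0.0809 for rAAV9-ST3GAL5.v1 against AAV9.empty, which lies above 95% of the shuffled sites with no such sites in the vector. Of 30 reported target genes of miR-122, 3 were higher and 1 lower for rAAV9-ST3GAL5.v2 against AAV9.empty (4 higher and 5 lower when adjusted over the list alone), with camera adjusted p = 0.899 (adjusted p = 0.974 with an estimated correlation). For rAAV9-ST3GAL5.v1 against AAV9.empty, 12 were higher and 3 lower (13 higher and 3 lower when adjusted over the list alone), with camera adjusted p = 0.00153 (adjusted p = 0.233 with an estimated correlation). An uptake of miR-122 was therefore neither shown nor excluded. Without rAAV9-ST3GAL5.v2 replicate 3 the difference was −0.0196, above 91.5% of them.

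Fold changes of different vectors were compared across genes, which are not independent replicates, with separate controls. For rAAV9-ST3GAL5.v1 against PBS and the E332K vector against AAV9.empty, Pearson's r was 0.247 and Spearman's rho 0.135 over 14503 genes, and 91 genes were higher and 50 lower in both, where independent lists give 11.1 and 7.51. With AAV9.empty as the control of both, r was 0.397 with a covariance of 0.135, against 0.458 and 0.0394 for simulated unchanged groups, and 0.272 and 0.103 with the controls split. For rAAV9-ST3GAL5.v2 against AAV9.empty and AAV9.EGFP against PBS, r was 0.210 and rho 0.0866 over 14316 genes. In both, 23 genes were higher and 0 lower, where independent lists give 0.290 and 0.0226. With the controls exchanged r was 0.411, and without rAAV9-ST3GAL5.v2 replicate 3 it was 0.133. With AAV9.empty as the control of both, r was 0.609 with a covariance of 0.0564, against 0.513 and 0.0328 for simulated unchanged groups, and 0.255 and 0.0392 with the controls split.

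For the E332K vector against AAV9.empty, the genes that rose the most were Derl3 (9.23), Saa2 (7.07), Saa1 (6.94), Orm2 (6.93), 1700007K13Rik (5.83), Saa3 (5.33) and Atp8b5 (4.97), as log2 fold changes, and Il23a, at least 51.1-fold higher. Those that fell the most were Slc22a7 (−3.15), Car3 (−3.01), Apol9b (−2.89), Car5a (−2.81), Ifi206 (−2.80), Inmt (−2.75), Raet1e (−2.38) and Cyp1a2 (−2.36). 20 of 30 p53 targets were higher (22 higher and 0 lower when adjusted over the list alone), 25 of 36 interferon-stimulated genes lower (0 higher and 32 lower when adjusted over the list alone), 12 of 31 genes of the integrated stress response higher and 2 lower (14 higher and 2 lower when adjusted over the list alone), and 2 of 16 cytokines higher and 3 lower (2 higher and 3 lower when adjusted over the list alone). Camera gave adjusted p = 1.84e-20 for the p53 targets (adjusted p = 0.0288 with an estimated correlation), 3.86e-20 for the interferon-stimulated genes (0.131), 6.23e-06 for the integrated stress response (0.492) and 0.778 for the cytokines (0.856). On leaving out 1 library the log2 fold change was 6.72 for 1700007K13Rik without AAV9.empty replicate 1, 7.89 for Saa2 without AAV9.empty replicate 2 and 5.78 for Atp8b5 and 8.51 for Orm2 without AAV9.empty replicate 3. Among the other filters, models and units, the threshold was missed for Apol9b in 1 of 11 (adjusted p from 5.79e-09 to 0.0586) and Raet1e in 1 of 9 (adjusted p from 0.00174 to 0.0513).

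Between rAAV9-ST3GAL5.v1 and the E332K vector, 1023 of 14742 genes changed, 571 higher and 452 lower with rAAV9-ST3GAL5.v1. 18 of 21 cytokine genes (19 higher and 0 lower when adjusted over the list alone) and 13 of 36 interferon-stimulated genes (30 higher and 0 lower when adjusted over the list alone) were higher with rAAV9-ST3GAL5.v1. The log2 fold changes of Tnf, Il1a, Il1b, Ccl2 and Ccl3 were 3.90, 1.95, 4.14, 5.53 and 3.62 (edgeR adjusted p = 0.00850, 0.0121, 0.00692, 0.00405 and 0.00882), and without rAAV9-ST3GAL5.v1 replicate 2 they were 4.45 for Ccl2, 2.88 for Ccl3, 3.22 for Il1b and 2.94 for Tnf, while the threshold was missed by Il1a without the E332K vector replicate 3 (adjusted p = 0.0626). The count was 447 without the E332K vector replicate 3 and 596 without rAAV9-ST3GAL5.v1 replicate 1. The other filters, models and units missed the threshold for Ddit3 in 1 of 10 (adjusted p from 2.06e-12 to 0.0503), Il1a in 1 of 10 (adjusted p from 6.35e-07 to 0.0519) and Tnf in 1 of 10 (adjusted p from 1.21e-10 to 0.0551). All 3 livers of rAAV9-ST3GAL5.v1 and none of the E332K vector lacked Gm47283.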
